# Genetic predisposition to neuroblastoma results from a regulatory polymorphism that promotes the adrenergic cell state

**DOI:** 10.1172/JCI166919

**Published:** 2023-05-15

**Authors:** Nina Weichert-Leahey, Hui Shi, Ting Tao, Derek A. Oldridge, Adam D. Durbin, Brian J. Abraham, Mark W. Zimmerman, Shizhen Zhu, Andrew C. Wood, Deepak Reyon, J. Keith Joung, Richard A. Young, Sharon J. Diskin, John M. Maris, A. Thomas Look

**Keywords:** Genetics, Oncology, Genetic variation, Molecular genetics

## Abstract

Childhood neuroblastomas exhibit plasticity between an undifferentiated neural crest–like mesenchymal cell state and a more differentiated sympathetic adrenergic cell state. These cell states are governed by autoregulatory transcriptional loops called core regulatory circuitries (CRCs), which drive the early development of sympathetic neuronal progenitors from migratory neural crest cells during embryogenesis. The adrenergic cell identity of neuroblastoma requires LMO1 as a transcriptional cofactor. Both *LMO1* expression levels and the risk of developing neuroblastoma in children are associated with a single nucleotide polymorphism, G/T, that affects a GATA motif in the first intron of *LMO1*. Here, we showed that WT zebrafish with the GATA genotype developed adrenergic neuroblastoma, while knock-in of the protective TATA allele at this locus reduced the penetrance of MYCN-driven tumors, which were restricted to the mesenchymal cell state. Whole genome sequencing of childhood neuroblastomas demonstrated that TATA/TATA tumors also exhibited a mesenchymal cell state and were low risk at diagnosis. Thus, conversion of the regulatory GATA to a TATA allele in the first intron of *LMO1* reduced the neuroblastoma-initiation rate by preventing formation of the adrenergic cell state. This mechanism was conserved over 400 million years of evolution, separating zebrafish and humans.

## Introduction

Across all cell lineages and tissue types, groups of transcription factors act cooperatively in autoregulatory loops to bind to their own and each other’s enhancers to regulate gene expression, forming core regulatory circuitries (CRCs). The transcription factors of the CRCs also bind coordinately to regulate the expression of downstream genes across each circuit’s extended regulatory network, thereby governing cell identity and lineage specification (1). Arendt et al. (2) have proposed that conservation of cell-type identity across species reflects evolutionarily determined composition of the transcription factors that define key CRCs, leading to orderly progression of conserved lineage-specific gene expression. Across vertebrates, a set of neural crest–specific transcription factors facilitate the development of the neural crest, which gives rise to a wide spectrum of diverse cell lineages, including neurons of the peripheral nervous system, glia, melanocytes, and facial bones and cartilage (3). In neuroblastoma — a pediatric malignancy originating from neural crest–derived progenitor cells — neuroblasts fail to differentiate while transforming to a malignant cell state, often driven by aberrant high-level expression of *MYCN* or *MYC* (4, 5).

There are at least 2 primary CRC transcriptional networks in neuroblastoma that drive the growth and survival of neuroblastoma tumors. The most prevalent is the adrenergic CRC, including HAND2, GATA3, ISL1, PHOX2B, TBX2, ASCL1, and TFAP2B — which is associated with committed progenitors of the sympathoadrenal cell lineage — while the mesenchymal CRC, including a large number of candidate master transcription factors such as NOTCH2, BACH1, ID1, EGR3, FLI1, CBFB, and STAT3, represents a less differentiated mesenchymal or neural crest-cell–like transcriptional cell state (6–9). Interestingly, neuroblastoma tumors are often composed of both adrenergic and mesenchymal tumor cell populations that may spontaneously interconvert between networks, at least in part due to activation of the NOTCH pathway, which drives the mesenchymal cell state (10, 11). Therapeutic strategies are being designed to target transcription factors within the adrenergic and mesenchymal CRCs and their downstream extended networks of genes and pathways, which may prove useful for targeting tumor cells dependent on these transcriptional networks for growth and survival in the future (7, 10, 12).

LIM-domain-only 1 (LMO1) acts an essential transcriptional coregulator for the formation of the adrenergic neuroblastoma CRC (13). However, it is not part of the CRC itself because it is not a transcription factor and lacks a DNA binding domain. LMO1 facilitates transcription as a bridge protein by forming protein-protein interactions through its 2 zinc-finger LIM domains (14, 15). We have demonstrated that LMO1 overexpression synergizes with MYCN to accelerate tumor onset, penetrance, and metastasis in a *dβh:MYCN*- driven zebrafish model (16).

Our GWAS identified multiple SNPs in noncoding sequences across the genome that are associated with neuroblastoma susceptibility (17–20). In an earlier publication, we showed that one of the most significant neuroblastoma predisposition loci in our study was the rs2168101 G **→** T transversion that resides within the first intron of the *LMO1* gene (20). We showed that the G-containing allele of this SNP represents the permissive allele associated with increased risk of developing neuroblastoma, while the T-containing allele is protective of developing neuroblastoma (20).

The T-containing allele of rs2168101 has been reported to be much more common in European and East Asian populations, with an allele frequency of approximately 30%, while it is rare or even absent in African populations, suggesting that the T-containing allele arose in human populations as a single mutational event, concurrent with, or shortly after, migration out of Africa (20). By contrast, the reported T-containing allele frequency in European and European American patients with neuroblastoma ranged from 16%–24%, depending on cohort (20), which was significantly lower than one would expect based on the allelic frequency in healthy controls, indicating that the T-containing allele inhibited the development of neuroblastoma. Since the original GWAS findings reported by Oldridge et al. in 2015, other studies have confirmed the protective role of the T-containing allele in neuroblastoma (21, 22). A metaanalysis of published literature on neuroblastoma susceptibility loci conducted by Hashemi et al. summarizes the 3 published research studies on rs2168101 and provides a combined odds ratio of 0.39 of developing neuroblastoma in patients with the TATA/TATA genotype compared with the GATA/GATA genotypes, demonstrating a significantly lower risk of developing neuroblastoma in patients with the T-containing allele (23). The mechanistic basis underpinning this observation is the focus of this report.

In our current study, we used genetic editing in the zebrafish to define the in vivo mechanism underlying the striking association between the germline rs2168101 G **→** T noncoding polymorphism in the first intron of *lmo1* and the risk of developing neuroblastoma. We found that the G-containing allele is essential for the formation of the adrenergic CRC in humans and zebrafish, so that people and fish with the T-containing allele at this position only develop tumors relying on the mesenchymal CRC, which is much less efficient in initiating neuroblastoma.

## Results

### The rs2168101 locus is highly conserved throughout evolution.

Previously, we showed that the human G **→** T polymorphism at the rs2168101 locus within the first intron of the *LMO1* gene comprised either a guanine (G) — coding for a permissive allele associated with increased risk of developing neuroblastoma — or a thymine (T) — coding for an allele protective of the development of neuroblastoma (20). The evolutionary history of the G **→** T polymorphism is shown in Figure 1A, which illustrates the finding that the G-containing allele is exclusively found at this position throughout evolution, with the exception of human populations, which are the first to have the T-containing allele. Interestingly, the T-containing allele does not even appear in highly related nonhuman primates such as gorillas and orangutans (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/JCI166919DS1). The reference G-containing allele, by contrast, can be tracked back at least 400 million years to osteichthyes, the common ancestor of zebrafish and humans (Figure 1A). Interestingly, the T-containing allele at rs2168101 in humans is well represented at comparable frequencies in European, Asian, and American populations, whereas it is nearly absent in Africans (Figure 1B and Supplemental Figure 2), suggesting that the T-containing allele arose in human populations as a single mutational event around the time of human migration out of Africa.

Most noncoding intronic sequences within the *lmo1* gene are not well conserved between zebrafish and humans. The few exceptions are regions that consist of a few hundred base pairs of highly conserved sequence, including the region containing the rs2168101 locus, which likely contain important regulatory motifs (Figure 1C). We found that the noncoding region surrounding the conserved G-containing allele at rs2168101 is highly conserved (Figure 1, C and D), and 73% of the flanking 20 bp on each side of the G-containing allele are identical between human and zebrafish (30 bp out of 41 bp) (Figure 1D). The *lmo1* coding sequence is also highly conserved among vertebrates (Figure 1C), with 84.5% (398/471) nucleotide identity between human and zebrafish and 98% identity at the amino acid level, including 2 perfectly identical LIM domains (Supplemental Figure 4D). These data, in combination with our previous studies, are consistent with a role for the G-containing allele as part of a highly conserved regulatory element controlling *LMO1* expression in the developing parasympathetic nervous system (PSNS) (20).

### Substitution of a T-containing allele for the G-containing allele at rs2168101 impairs the initiation of neuroblastoma in a MYCN-driven zebrafish model.

To dissect the mechanism through which the T-containing allele at rs2168101 protects children from developing neuroblastoma, we used transcription activator–like effector nuclease–mediated (TALEN-mediated) gene editing to generate the rs2168101 T-containing allele in zebrafish (Figure 2A and Supplemental Figure 3; see Methods for details). Because the G at rs2168101 comprises the first nucleotide of a highly conserved *GATA* site, we designated the heterozygous mutant line *lmo1 GATA/TATA* (also referred to herein as the *GATA/TATA* line). We found that the heterozygous *GATA/TATA* and homozygous *TATA/TATA* fish were viable, developmentally normal, and fertile. We crossed the *GATA/TATA* line with our previously described *Tg(dβh:MYCN;dβh:EGFP)* transgenic zebrafish line — in which *MYCN* and *EGFP* expression are driven in the PSNS by the dopamine β-hydroxylase promoter — and *MYCN* overexpression gave rise to neuroblastoma in the inter-renal gland (IRG) (Figure 2, B and C) (24). The IRG is the zebrafish equivalent of the adrenal medulla, which is the most frequent site of human neuroblastoma (4, 24). We have shown that the tumors that arise in the IRG in this transgenic fish model are small, round, blue cell tumors expressing tyrosine hydroxylase and synaptophysin, which are markers of human neuroblastoma (24).

Three different genetically modified zebrafish lines were generated to determine the influence of the *TATA/GATA* regulatory site on the rate of initiation and penetrance of neuroblastoma: *Tg(dβh:MYCN; dβh:EGFP; GATA/GATA*), *Tg(dβh:MYCN; dβh:EGFP; GATA/TATA*), and *Tg(dβh:MYCN; dβh:EGFP; TATA/TATA*). We monitored offspring for the onset of EGFP^+^ tumor masses in the anterior region of the abdomen where the IRG is located (Figure 2C). Although tumors arose more frequently in the GATA/GATA than in the GATA/TATA genotype (Figure 2D), the overall tumor onset curves for *GATA/GATA* fish and *GATA/TATA* fish were not statistically significantly different, suggesting that, in this model, 1 intact GATA site was sufficient to promote neuroblastoma. By contrast, only 10% of the *TATA/TATA* fish developed neuroblastoma over the first 17 weeks of life, which represented a significantly lower penetrance than the tumor onset for the *GATA/GATA* fish (*P <* 0.01). This finding is consistent with the significant overrepresentation of homozygous *GATA/GATA* genotypes in neuroblastoma revealed by GWAS in children, in that 57.9% of children with neuroblastoma had GATA/GATA, compared with 35.6% for *GATA/TATA*, and only 6.4% for the *TATA/TATA* genotype (20). Thus, our studies in the zebrafish model are very consistent with GWAS findings in children, demonstrating that the G-containing allele at rs2168101 increases the risk of developing neuroblastoma, while the T-containing allele at this position is protective.

### Knockout of lmo1 in zebrafish reduces the penetrance of MYCN-induced neuroblastoma.

To independently test whether complete loss of *lmo1* expression confers protection against the development of neuroblastoma, we used CRISPR-Cas9–mediated gene editing to generate a *lmo1* knockout allele containing a 32 bp deletion of coding sequences in the second exon that led to premature termination of translation (Supplemental Figure 4). As previously reported in an *Lmo1* mouse knockout model (25), we found that zebrafish with homozygous knockout of the *lmo1* gene were viable, developmentally normal, and fertile. The *lmo1^+/–^* line was bred with the *Tg(dβh:MYCN; dβh:EGFP)* line and then the *lmo1*^+/–^ progeny were inbred to generate zebrafish with the following genotypes for analysis: *Tg(dβh:MYCN; dβh:EGFP; lmo1^+/+^* ), *Tg(dβh:MYCN; dβh:EGFP; lmo1^+/–^*), and *Tg(dβh:MYCN; dβh:EGFP; lmo1^–/–^*). Analysis of fish with these 3 genotypes showed a significantly reduced penetrance of neuroblastoma at 17 weeks of age in *lmo1*^–/–^ compared with *lmo1^+/+^* zebrafish (22% versus 70% respectively; *P <* 0.01) (Figure 2E). The heterozygous *lmo1^+/–^* fish showed an intermediate tumor penetrance, with 41% of fish developing tumors at 17 weeks. Thus, the protective effect of complete loss of expression of a functional *lmo1* gene (Figure 2E) was similar to the effect of the G **→** T substitution at rs2168101 (Figure 2D). These data suggest that increased levels of lmo1 expression in neuronal progenitor cells most likely account for the increase in neuroblastoma penetrance associated with the G-containing allele at rs2168101.

### Other Lim-only protein family members generally don’t compensate for diminished lmo1 expression in zebrafish MYCN-driven neuroblastomas.

*LMO1, LMO2,* and *LMO3* are functionally redundant T-ALL oncogenes (26–28), so, we reasoned that loss of *lmo1* expression in zebrafish might stimulate the upregulation of other *lmo* family members during neuroblastoma pathogenesis. We therefore analyzed gene expression in *MYCN*-induced neuroblastomas in *GATA/GATA*, *TATA/TATA* and *lmo1*^–/–^ genetic backgrounds by RNA-Seq. 

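EGFP+ cells sorted from *MYCN*-driven neuroblastomas gave 3 *lmo1*-/- libraries and 2 *TATA/TATA* libraries, the group sizes given in the legend of Figure 3A. The *GATA/GATA* values, which the paper took from an earlier study, are not analysed here. Strand-specific libraries were sequenced with paired-end reads of 100 bp, on an Illumina HiSeq instrument according to the paper's methods and on an Illumina NextSeq instrument according to the sample labels. The authors aligned the reads to the danRer10 revision of the zebrafish genome and counted them on Ensembl genes by gene name. For each gene and library, the files give the read count, the exon length and the expression as RPKM. Between 48144549 and 55782865 reads were counted on genes in the *lmo1*-/- libraries (median, 50734674) and between 52920125 and 55162290 in the *TATA/TATA* libraries (median, 54041208). A count of 0 allows up to 3 counts, which on an exon length of 1 kb is 0.0386 to 0.0467 RPKM, depending on the library, and covers counting error alone. Ribosomal protein genes took 39.3% ± 4.06 (SD, n = 3) of the counts in the *lmo1*-/- libraries and 22.0% ± 0.28 (SD, n = 2) in the *TATA/TATA* libraries. The counts were therefore normalized by edgeR's TMM method, and the genotypes were compared with edgeR's quasi-likelihood test in the 13484 genes with at least 1 RPKM in at least 2 libraries. P values were adjusted by the Benjamini-Hochberg method, and each log2 fold change is *TATA/TATA* over *lmo1*-/-. Genes below that level were taken from a fit of all 25459 genes with a count. With the library totals of the authors' RPKM in place of TMM, an alternative chosen after the data were examined, the median log2 fold change of the tested genes moved from -0.05 to 0.41. Limma on log2(RPKM + 0.1), the fit planned before the data were examined, keeps the authors' scaling and gave a median of 0.43. An exact permutation test of 3 libraries against 2 cannot give a p below 0.1.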

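*lmo1*, with an exon length of 1816 bp in the files, stood at 29.2 ± 11.2 RPKM (SD, n = 3) in *lmo1*-/- tumors and at 13.1 ± 0.668 RPKM (SD, n = 2) in *TATA/TATA* tumors. The *lmo1*-/- libraries held 24.6, 21.0 and 41.9 RPKM, and the *TATA/TATA* libraries held 13.6 and 12.7 RPKM. The log2 fold change was -1.58 (SE, 0.25; adjusted p = 0.0047 from edgeR's quasi-likelihood test). It stayed between -1.70 and -1.30 with each library left out in turn. The alternative that moved it most, limma on log2(RPKM + 1), gave -1.04 and changed the tool as well as the scale. In the same edgeR fit *dbh* (-1.02) and *th* (-1.0) were also lower, while the median of 21 sympathoadrenal markers was -0.29. How much of the *lmo1* difference is a change per tumor cell was not tested.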

Consistent with human neuroblastomas (20), *lmo1* mRNA expression levels in neuroblastomas from *GATA/GATA* fish were significantly higher than in tumors from either *TATA/TATA* or *lmo1*^–/–^ fish. The *lmo1*^–/–^ fish were included in this study as a control group lacking intact lmo1 protein expression, and the lower lmo1 mRNA levels in these fish are likely due to nonsense-mediated degradation of the mutant lmo1 mRNA containing a premature stop codon in exon 2 (Figure 3A and Supplemental Figure 4). 

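In *lmo1*-/- tumors, *lmo1* mRNA reached a mean RPKM at or above that of 90.7% of the tested genes, compared with 74.9% in *TATA/TATA* tumors. The *lmo1*-/- libraries held 2962, 2449 and 5571 reads on *lmo1*. Reads were counted over all exons of the gene together, so these counts do not separate transcripts with the premature stop codon from other *lmo1* transcripts.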

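Of the other *lmo* family members, *lmo2*, *lmo3*, *lmo4a*, *lmo4b*, *lmo7a* and *lmo7b* are listed in the files, whereas *lmo5* and *lmo6* are not listed under those names. *lmo3* was the most highly expressed of them in every library, at 1.83 ± 0.268 RPKM (SD, n = 3) in *lmo1*-/- tumors and 3.67 ± 0.0556 RPKM (SD, n = 2) in *TATA/TATA* tumors. The RPKM of *lmo1* was 12.8, 13.8 and 20.7 times that of *lmo3* in the *lmo1*-/- libraries and 3.7 and 3.5 times in the *TATA/TATA* libraries. *lmo2* stood at 0.116 ± 0.0348 RPKM (SD, n = 3) and 0.978 ± 0.133 RPKM (SD, n = 2), a log2 fold change of 2.55 (SE, 0.52; adjusted p = 0.01 from edgeR over all genes with a count). It was the 1 member of the family past the threshold of 0.05 in this test. With limma on log2(RPKM + 0.1), the planned fit, 5 members passed it, *lmo3*, *lmo4a*, *lmo7a* and *lmo7b* among them. The log2 fold change of *lmo3* was 0.55 (SE, 0.18; adjusted p = 0.054 from edgeR) and that of *lmo4a* was 1.46 (SE, 0.52; adjusted p = 0.076 from edgeR). Both passed the threshold without *lmo1*-/- replicate 1, with adjusted p values from edgeR of 0.028 for *lmo3* and 0.0043 for *lmo4a*. *lmo4b* had a log2 fold change of -0.16 (SE, 0.34; adjusted p = 0.76 from edgeR), which became 0.32 with the library totals of the authors' RPKM, 0.11 without *lmo1*-/- replicate 2 and -0.84 with quantile normalization and limma (adjusted p = 0.049). *lmo7a* stood at 0.00516 RPKM in *lmo1*-/- and 0.0674 RPKM in *TATA/TATA* tumors, and *lmo7b* at 0.0903 and 0.392 RPKM. They passed the threshold without *lmo1*-/- replicate 3 for *lmo7a* (adjusted p = 0.011) and without *lmo1*-/- replicate 2 for *lmo7b* (adjusted p = 0.024).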

Importantly, expression of the other 6 highly related zebrafish *lmo* family members — *lmo2, lmo3, lmo4a, lmo4b, lmo5, lmo6, lmo7a,* and *lmo7b* — was much lower than *lmo1* in the *GATA/GATA* fish and showed no appreciable differences between the 3 tumor genotypes (Figure 3A). Thus, there was no obvious compensatory overexpression of other *lmo* family members due to the low levels of *lmo1* mRNA expression in zebrafish *TATA/TATA* tumors.

Similarly, analysis of 153 primary human neuroblastoma samples by RNA-Seq showed a weak inverse correlation between *LMO1* expression and the expression levels of the other *LMO* family members (R ≥ –0.3, *P <* 0.05) (Figure 3B). The weakness of this correlation is illustrated by the fact that the strongest inverse correlation was observed between *LMO1* and *LMO3* expression levels (R= –0.3), meaning that only about 10% (R^2^ ≈ 0.1) of the *LMO3* expression level can be explained by low *LMO1* expression in human neuroblastoma samples. Since LMO1 has a central role as a transcriptional cofactor in the adrenergic neuroblastoma CRC (13)*,* the lack of compensation by other *lmo* family members in zebrafish tumors with low *lmo1* expression in *MYCN*-driven neuroblastomas suggests that neuroblastomas arising in fish with the *TATA/TATA* and *lmo1*^–/–^ genotypes employ mechanisms of transformation independent of lmo-family proteins.

### Lmo1 coregulates the adrenergic neuroblastoma CRC.

LIM-only proteins are well known to function as “linker” proteins that facilitate the assembly of transcription factor complexes involved in tissue-specific gene regulation (29–32). We have shown that LMO1 functions in this capacity as an essential transcriptional cofactor for the human adrenergic neuroblastoma CRC (13). To analyze the neuroblastoma CRC in *MYCN*-driven tumors with disrupted *lmo1* expression, we dissected the EGFP-fluorescent tumors from juvenile zebrafish, mechanically prepared a single-cell suspension, sorted the EGFP^+^ cells before RNA extraction, and conducted RNA-Seq to compare the transcriptomes of zebrafish *MYCN*-driven neuroblastomas with the *GATA/GATA*, *TATA/TATA* and *lmo1*^–/–^ lines.

Figure 4A provides an overview of significant differences in gene expression of zebrafish tumor cells in the *GATA/GATA, TATA/TATA* or the lmo1^–/–^ genetic backgrounds (*P* < 0.05 based on an absolute log_2_ fold change compared with GATA/GATA of ≥ 0.45). 

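Between the *TATA/TATA* and *lmo1*-/- tumors, 2678 genes were higher and 2255 genes lower in *TATA/TATA* at an adjusted p under 0.05, of the genes tested. At the paper's threshold of an unadjusted p and an absolute log2 fold change of at least 0.45, 3157 genes were higher and 2944 lower. In 8808 of the tested genes (65.3%), the libraries of the 2 genotypes did not overlap, against 20% by chance if all 5 libraries are exchangeable. The 2 *TATA/TATA* libraries differed unusually little from each other, which raises the share expected by chance above 20%. The split between the directions depended on the scaling, since 54.3% of the genes past the threshold were higher in *TATA/TATA* tumors after TMM normalization and 82.2% with the authors' totals. With limma on log2(RPKM + 0.1), the fit planned beforehand, 82.6% were higher. With quantile normalization and limma, 43.6% were higher. The genes with the largest change were ranked by log2 fold change. Those with the largest increase, at or under 3 counts in all *lmo1*-/- libraries, were *aste1a*, at least 507.8-fold higher in *TATA/TATA* tumors, *trim35-14* (at least 354.9-fold), *kcnh4a* (at least 197-fold), *FO904861.3* (at least 94.7-fold) and *ghrl* (at least 73.2-fold). By the lower bound alone, genes such as *egr2b* (at least 111.2-fold) and *erbb3b* (at least 96.4-fold) lay above *FO904861.3* and *ghrl*. Among the genes with the largest decrease, at or under 3 counts in both *TATA/TATA* libraries, were *si:ch211-214b16.2*, at least 218.4-fold lower, *si:ch211-233m11.1* (at least 209.1-fold), *si:dkey-242h9.3* (at least 183.7-fold) and *CABZ01083838.1* (at least 174.3-fold).

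**Figure D1:**
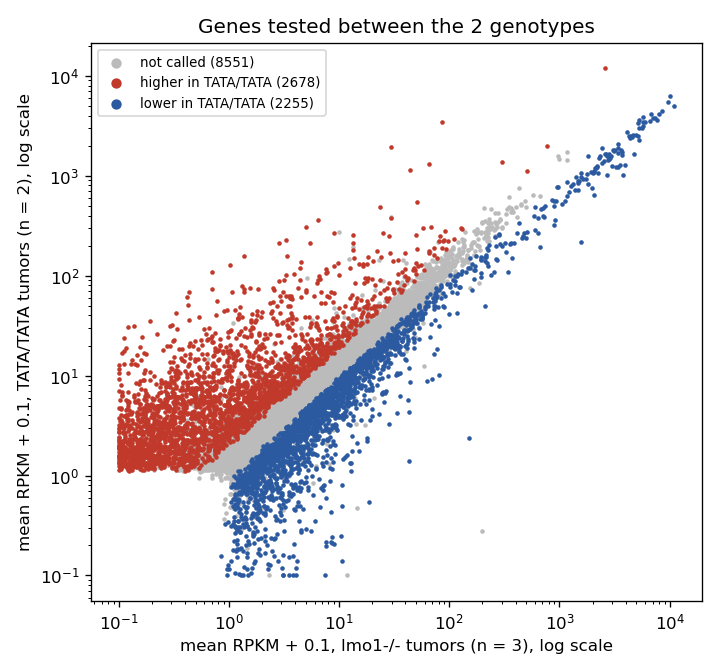
Mean RPKM + 0.1 of each of the 13484 tested genes in *lmo1*-/- tumors (n = 3, horizontal, log scale) and *TATA/TATA* tumors (n = 2, vertical, log scale). Each point is a gene, with 2678 genes higher in *TATA/TATA* tumors in red, 2255 lower in blue and 8551 not past the threshold in gray.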

Ninety transcription factor genes were expressed significantly lower in neuroblastomas from both *TATA/TATA* and *lmo1*^–/–^ zebrafish than in tumors in the GATA/GATA background. These differentially expressed transcription factors include *lmo1,* as well as *gata3*, *hand2*, *phox2bb*, *isl1*, and *ascl1*, which form the adrenergic CRC of neuroblastoma (Figure 4B) (7, 13). In addition, *LMO1* expression levels are also higher in human neuroblastoma cell lines of the adrenergic subtype and lower in the mesenchymal type (Figure 4C and Supplemental Table 2), consistent with our recent study showing that LMO1 is an essential transcriptional cofactor of the adrenergic CRC (13). These results indicate that high levels of *lmo1* expression by the neuroblastoma cells are required to establish the adrenergic cell state.

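The expression of the adrenergic CRC genes differed between *TATA/TATA* and *lmo1*-/- tumors in both directions. *hand2* stood at 456 ± 95.9 RPKM (SD, n = 3) in *lmo1*-/- tumors and at 236 ± 5.93 RPKM (SD, n = 2) in *TATA/TATA* tumors, a log2 fold change of -1.40 (SE, 0.19; adjusted p = 0.0028 from edgeR). *ascl1a* was lower in *TATA/TATA* tumors by the same test (log2 fold change, -2.83; SE, 0.74; adjusted p = 0.029), although not past the threshold with limma on log2(RPKM + 1) (adjusted p = 0.085) or without a variance trend (adjusted p = 0.055). In contrast, *ascl1b* (log2 fold change, 2.57; adjusted p = 0.0017 from edgeR) and *tbx2b* (log2 fold change, 1.55; adjusted p = 0.0052 from edgeR) were higher. *phox2bb*, at 62.7 ± 11.0 RPKM (SD, n = 3) and 82.3 ± 4.25 RPKM (SD, n = 2), had a log2 fold change of -0.06 (SE, 0.17; adjusted p = 0.81 from edgeR), which became 0.39 with the authors' totals and 0.04 without *lmo1*-/- replicate 1. *isl1* ranged from 0.467 to 7.70 RPKM in the *lmo1*-/- libraries and stood at 8.29 ± 0.777 RPKM (SD, n = 2) in *TATA/TATA* tumors, a difference within the spread between replicates (adjusted p = 0.52 from edgeR). *gata3* held 28.1 RPKM in *lmo1*-/- replicate 1 and 9.05 and 7.94 RPKM in the other two, compared with 26.4 ± 0.479 RPKM (SD, n = 2) in *TATA/TATA* tumors. Its log2 fold change was 0.34 (adjusted p = 0.68 from edgeR) and became 1.15 (adjusted p = 0.014) without *lmo1*-/- replicate 1. *tfap2b* (log2 fold change, 1.52; adjusted p = 0.23 from edgeR) likewise passed the threshold without *lmo1*-/- replicate 1 (2.78; adjusted p = 0.026). *tbx2a* and *phox2ba* were near or at a count of 0 in every library. Over the 8 tested genes of the list, the median log2 fold change was 0.59 (adjusted p = 0.713 from camera). Fry, a directional rotation test that does not set the list against the other genes, gave an adjusted p of 0.0183. Over all genes tested, 4 genes of the list passed the threshold, and 4 passed it when adjusted over the list alone.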

### Zebrafish TATA/TATA neuroblastomas adopt the mesenchymal CRC.

Because neither *lmo1*^–/–^ nor *TATA/TATA* *MYCN*–expressing tumors appeared to be driven by the adrenergic CRC, which is preferred by neuroblastomas arising in the GATA/GATA background, we questioned whether either tumor type was instead driven by the mesenchymal CRC (6, 7, 10). 

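In *TATA/TATA* tumors relative to *lmo1*-/- tumors, the log2 fold change of the mesenchymal CRC genes was 2.79 for *id1*, 3.79 for *fli1b*, 4.29 for *zfp36l1a*, 4.02 for *cbfb*, 3.22 for *bach1b*, 2.98 for *tcf7l2*, 2.75 for *mef2b* and 0.77 for *stat3*. *id1* rose from 2.72 ± 0.932 RPKM (SD, n = 3) to 25.4 ± 0.487 RPKM (SD, n = 2; adjusted p = 0.0007 from edgeR), and *cbfb* from 1.13 ± 0.575 RPKM (SD, n = 3) to 26.3 ± 1.35 RPKM (SD, n = 2; adjusted p = 0.0032 from edgeR). *egr3* had 1, 4 and 2 reads in the *lmo1*-/- libraries, so its log2 fold change of 8.00 (adjusted p = 0.00073 from edgeR) rests on counts near the floor. *irf3* rose by 1.68 on the log2 scale (adjusted p = 0.034 from edgeR) and *mef2b* had an adjusted p of 0.014 from the same test, and neither passed the threshold without *lmo1*-/- replicate 2, with adjusted p values of 0.11 and 0.053. *bach1a* stood at 2.69 ± 0.839 RPKM (SD, n = 3) and 4.34 ± 0.0718 RPKM (SD, n = 2), with no difference past the threshold (log2 fold change, 0.25; adjusted p = 0.39 from edgeR). *fli1a*, under the level required for the main test, had a log2 fold change of 2.25 (adjusted p = 0.0043 from edgeR over all genes with a count). Of the 12 tested genes, 11 passed the threshold both over all genes tested and when adjusted over the list alone. As the study chose the list in part on these libraries, neither these counts nor the tests of the list are independent evidence. The median log2 fold change of the 12 genes was 3.10 (adjusted p = 2.36e-06 from camera with a preset correlation of 0.01). The call held under fry (adjusted p = 0.00341) and not with the correlation estimated from the data (adjusted p = 0.256). The alternative that moved the median most, limma on log2(RPKM + 1), gave 1.97. In the same libraries, all 23 macrophage markers were also higher in *TATA/TATA* tumors, with log2 fold changes from 1.99 to 6.28.

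**Figure D2:**
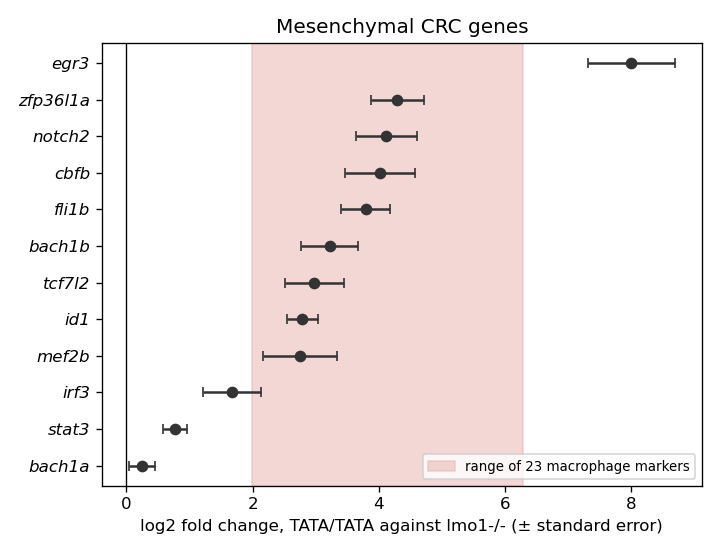
Log2 fold change of the 12 tested mesenchymal CRC genes between *TATA/TATA* tumors (n = 2) and *lmo1*-/- tumors (n = 3), with bars of 1 standard error. The shaded band spans the 23 macrophage markers, from 1.99 to 6.28, and *egr3* at 8.00 is the 1 gene above it.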

Further analysis of the RNA-Seq data revealed that mesenchymal neuroblastoma CRC transcription factors, including *notch2*, *id1*, *egr3*, *irf3*, *cbfb, bach1a, bach1b, tcf7l2,* and *mef2b* (6), were upregulated in the *TATA/TATA* tumors compared with *GATA/GATA*, but not in the *lmo1*^–/–^ tumors (Figure 5A). Consistent with these findings, *TATA/TATA* tumors also showed upregulation of the mesenchymal marker fibronectin 1a (*fn1a;* Figure 5B) (6).

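*fn1a* stood at 0.127 ± 0.0366 RPKM (SD, n = 3) in *lmo1*-/- tumors and at 2.48 ± 0.416 RPKM (SD, n = 2) in *TATA/TATA* tumors. The log2 fold change was 3.84 (SE, 0.25; adjusted p = 0.00036 from edgeR) and stayed between 3.64 and 4.04 with each library left out in turn. Its paralog *fn1b* stood at 0.284 RPKM in *lmo1*-/- tumors and at 0.492 RPKM in *TATA/TATA* tumors, with no difference past the threshold (adjusted p = 0.74 from edgeR over all genes with a count). The log2 fold change of *fn1a* lay within the range of the 23 macrophage markers, from 1.99 to 6.28. Other cells in the sort are therefore not excluded as its source.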

Because the NOTCH pathway was shown to reprogram adrenergic neuroblastoma cells to adopt a mesenchymal cell state (10), we examined the RNA-Seq data for genes associated with NOTCH pathway upregulation. Indeed, *TATA/TATA* tumors, but not *lmo1*^–/–^ tumors, showed upregulation of notch receptor (*notch2b*) and ligand (*jagged1*) genes, as well as the NOTCH target gene *hes2* (Figure 5C). 

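*jag1a* stood at 0.212 ± 0.107 RPKM (SD, n = 3) in *lmo1*-/- tumors and at 1.87 ± 0.000559 RPKM (SD, n = 2) in *TATA/TATA* tumors, a log2 fold change of 2.65 (SE, 0.49; adjusted p = 0.0084 from edgeR). The gene shown as *notch2* in Figure 5C stood at 0.156 ± 0.0887 RPKM (SD, n = 3) and 3.62 ± 0.268 RPKM (SD, n = 2), a log2 fold change of 4.12 (SE, 0.48; adjusted p = 0.0019 from edgeR). The gene shown as *hes2* is listed in the files as *hes2.2*. Its counts were at or under 3 in every *lmo1*-/- library, and it stood at 1.55 ± 0.482 RPKM (SD, n = 2) in *TATA/TATA* tumors, at least 27.3-fold higher (adjusted p = 0.0013 from edgeR). From the expression of *hes2*, *jag1* and *notch2* in Figure 5C, the paper concludes that the NOTCH signaling pathway is active in *TATA/TATA* tumors. The log2 fold changes of *jag1a* and *notch2* lay within the range of the 23 macrophage markers, from 1.99 to 6.28. The rise of *hes2.2* is known only as a lower bound. Cells other than tumor cells in the sort are therefore not excluded as a source.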

Interestingly, the *lmo1*^–/–^ tumors did not highly express the signature genes from either the adrenergic or mesenchymal cell states (Figure 4B and Figure 5A), but instead expressed an alternative set of transcription factors with no previously defined role in either of these 2 neuroblastoma CRCs (Figure 5D).

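Each of the 11 transcription factors in Figure 5D was lower in *TATA/TATA* than in *lmo1*-/- tumors, under the TMM normalization and under each alternative tried, although the log2 fold change of *nfxl1* was -0.53 after TMM normalization and -0.02 with limma on log2(RPKM + 0.1). *klf9* fell from 32.6 ± 13.2 RPKM (SD, n = 3) to 9.96 ± 1.19 RPKM (SD, n = 2), a log2 fold change of -2.14 (SE, 0.30; adjusted p = 0.0032 from edgeR). *pinx1*, the most highly expressed of them in *TATA/TATA* tumors, stood at 44.1 ± 7.49 RPKM (SD, n = 3) and 36.2 ± 2.24 RPKM (SD, n = 2), a log2 fold change of -0.74 (SE, 0.18; adjusted p = 0.024 from edgeR). It did not pass the threshold with the authors' totals (adjusted p = 0.31) or without *lmo1*-/- replicate 3 (adjusted p = 0.061). *nfic* (log2 fold change, -1.29; adjusted p = 0.042 from edgeR) and *npas2* (-1.65; adjusted p = 0.015 from edgeR) also lost the threshold when 1 library was left out, with adjusted p values of 0.066 and 0.072 for *nfic* without *lmo1*-/- replicates 1 and 3 and 0.05 for *npas2* without *lmo1*-/- replicate 2. *mxd1* (-0.86; adjusted p = 0.17 from edgeR) passed it without *lmo1*-/- replicate 2 (adjusted p = 0.044) and with quantile normalization and limma (adjusted p = 0.032). *bhlha15* and *klf13*, with adjusted p values of 0.11 and 0.13 from edgeR, also passed it with quantile normalization and limma. Their log2 fold changes there were -1.09 (adjusted p = 0.0084) and -0.94 (adjusted p = 0.044). Of the 10 tested genes, 6 passed the threshold over all genes tested and 6 when adjusted over the list alone. As the study chose these genes on these libraries, their shared direction, these counts and the tests of the list are not independent evidence. The median log2 fold change of the 10 genes was -0.86 (adjusted p = 0.00724 from camera), and it was -0.42 with the authors' totals. With those totals, *zbtb4* (adjusted p = 0.11), *hsf2* (adjusted p = 0.19) and *nfic* (adjusted p = 0.16) lost the threshold as *pinx1* did, and of the 6 only *klf9* (adjusted p = 0.012) and *npas2* (adjusted p = 0.039) kept it. The planned limma fit on log2(RPKM + 0.1) split these 6 genes alike, with adjusted p values of 0.0076 for *klf9* and 0.038 for *npas2*. The call held under fry (adjusted p = 0.00895) and not with an estimated correlation.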

### Human TATA/TATA neuroblastomas resemble zebrafish TATA/TATA tumors with low LMO1 expression and a mesenchymal expression profile.

To test the hypothesis that human neuroblastomas arising in the *TATA/TATA* background have low *LMO1* expression and, as in the zebrafish model, are enriched for neuroblastomas relying on the mesenchymal rather than the adrenergic CRC, we used a new publicly available data set from the Gabriella Miller Kids First (GMKF) Data Research Program (https://commonfund.nih.gov/kidsfirst/). This data set includes 124 tumors from low-, intermediate- and high-risk neuroblastoma cases (33), for which both rs2168101 genotypes and tumor cell RNA-Seq results are available. There were 7 neuroblastomas with *TATA/TATA* genotypes, which showed significantly lower *LMO1* expression levels than *GATA/TATA* or *GATA/GATA* tumors (*P <* 0.005; Figure 6A). It is notable that 6 of the 7 TATA/TATA tumors were classified as low risk (Figure 6A).

We next asked whether in human neuroblastoma, as in zebrafish neuroblastoma, the TATA/TATA genotype was significantly associated with usage of the mesenchymal CRC (Figure 5). For this analysis we applied a gene set signature score for every patient using adrenergic and mesenchymal signatures (6) and performed Gene Set Variation Analysis (GSVA). As in the zebrafish, we observed that none of the 7 human neuroblastomas with the *TATA/TATA* genotype had a positive adrenergic CRC signature score (Figure 6B). By contrast, neuroblastomas with *GATA/GATA* and *GATA/TATA* genotypes were approximately equally divided between those with predominately adrenergic and predominantly mesenchymal CRC signature scores (Figure 6, B and C). Within the *TATA/TATA* human tumors, the majority exhibited a positive score for the mesenchymal signature, which is consistent with our results in the zebrafish model (Figure 5A).

### Visualization of patterns of gene expression in primary human neuroblastomas.

To help visualize different subsets of neuroblastomas, we employed Uniform Manifold Approximation and Projection (UMAP) dimensionality reduction analysis based on the gene expression values for each tumor, then investigated how other features varied across the 2-dimensional UMAP embedding. We first analyzed the adrenergic signature score in the context of the UMAP values, which revealed 4 clusters of neuroblastomas (Figure 6D). Clusters 1d and 4d represent tumors with largely downregulated adrenergic signature scores (blue colored density contours), and clusters 2d and 3d represent tumors with largely upregulated adrenergic signature scores (red colored density contours) (Figure 6D). By contrast, the mesenchymal signature in Figure 6E is represented largely by a reciprocal pattern, in that it is upregulated within tumors mapped by contours corresponding to cluster 1e, while it is downregulated in tumors falling within the contours of clusters 2e to 4e. Interestingly, cohort 4d tumors not only have low adrenergic signature scores, but also have low mesenchymal signature scores, possibly indicating that they are driven by an alternative CRC with a different signature (34).

In Figure 6F, showing the UMAP coordinates grouped by *LMO1* expression levels, the tumors with low *LMO1* expression levels in cluster 1f correspond to a subset of the tumors with low adrenergic scores (cluster 1d; Figure 6D) and high mesenchymal scores (cluster 1e; Figure 6E). This cluster contains 6 of the 7 TATA/TATA tumors, which is consistent with their low *LMO1* expression levels. Interestingly, tumors within cluster 2f in Figure 6F also have low *LMO1* expression levels but can adopt the adrenergic signature (cluster 1d; Figure 6D). To determine whether this apparent discrepancy might be due to high levels of expression of *LMO* family members other than *LMO1*, we assessed *LMO2* and *LMO3* expression levels across the UMAP coordinates (Figure 6, G and H). *LMO2* is very low overall, as shown in Figure 3B, and, except for rare cases with moderate *LMO2* expression, the contours representing *LMO2* expression in Figure 6G do not reach levels at which *LMO2* could substitute for *LMO1*. This is consistent with other studies in mice implicating *lmo1* and *lmo3* as the closely related LMO family members normally expressed by neuronal cells (25). Higher levels of *LMO3* expression occurred in some of the human neuroblastomas corresponding to cluster 2h based on the adrenergic score (Figure 6H), explaining how the adrenergic signature can form in these tumors despite relatively low levels of *LMO1* expression. Interestingly, the human neuroblastomas expressing high levels of *LMO3* in cluster 2h are enriched for neuroblastomas with *MYCN* gene amplification (Figure 6I, cluster 2i). Tumors mapped mainly to cluster 3h have high *LMO1* expression levels (cluster 3f; Figure 6F) and have high adrenergic signature scores and low mesenchymal signature scores (cluster 3d and 3e in Figure 6, D and E).

Thus, detailed gene expression studies in both zebrafish and human neuroblastomas reveal conservation of tumor cell–specific gene expression signatures driven by the adrenergic and mesenchymal CRCs. The role of LMO1 as an essential cofactor for the adrenergic subtype of neuroblastoma appears to have been highly conserved throughout the 400 million years of evolution that separate zebrafish and human populations.

## Discussion

Many SNPs tightly linked to disease phenotypes by GWAS are located within noncoding regions of the genome, implying that they affect regulatory sequences and alter the expression of genes rather than the structure of the encoded proteins (35–38). Functional in vivo analysis of SNPs implicated by GWAS, so far, has generally not included the introduction of the orthologous base change in the noncoding genome, but rather has mainly focused on in vitro reporter assays of gene expression, epigenetic analysis of the associated gene locus, and in vivo knockout models of the implicated gene (39–41). However, studying the precise regulatory SNPs in animal models, as we have done here, is of critical importance to identifying the context and causal mechanisms that regulate the expression levels of disease-associated genes. One example of the usefulness of in vivo models for study of SNPs implicated by GWAS is the work of Madelaine et al. (42). Their work shows that deletion of highly conserved, noncoding DNA sequences, including a SNP linked to retinal vasculature defects, did not result in downregulation of MEF2C, the original candidate gene associated with this disease. Instead, the deletion of this region caused downregulation of expression of the miRNA-9 gene, and programmed depletion of this microRNA reproduced the retinal vasculature phenotype (42). Thus, the use of genomic studies in the zebrafish animal model have helped to clarify mechanisms underlying genetic loci implicated by GWAS (43–45).

### The regulatory SNP rs2168101 predicts neuroblastoma risk in zebrafish as well as human populations.

Here, we studied the impact and mechanism of rs216810, one of the SNPs most significantly associated with the risk of developing neuroblastoma in children. We first noted that WT zebrafish only have the G-containing allele at the nucleotide corresponding to the G/T SNP at rs2168101 in human populations. This was expected, because the G-containing allele is conserved throughout vertebrate evolution, and the T-containing allele polymorphism at this position arose first in human populations (Figure 1). Hence, we used genome editing technology to introduce the T-containing allele into the zebrafish germline and then bred this allele into our *MYCN* driven neuroblastoma model. We found significantly reduced penetrance of MYCN-driven neuroblastoma in transgenic zebrafish with the T/T allele at the rs2168101 locus (Figure 2), concurrent with decreased *lmo1* expression by these tumors (Figure 3), supporting our previous studies in neuroblastoma cell lines (20). Our studies in the zebrafish model, therefore, support a causative role for the G-containing allele at rs2168101 in upregulating *lmo1* expression levels in developing neuroblasts, which increases the rate of initiation of *MYCN*-driven neuroblastoma in this model (20). However, while we did demonstrate that GATA3 does not bind to the TATA allele at rs2168101 in human neuroblastoma cell lines (20), our findings in the zebrafish did not directly demonstrate that GATA3 could not bind to the TATA sequence at this locus. This was due to difficulties involved in performing ChIP-Seq with the small numbers of tumor cells available from zebrafish TATA/TATA tumors. Thus, we cannot rule out that the TATA knockin at this locus in the zebrafish may interfere with binding of other transcription factors as well, including other transcription factors within the adrenergic CRC, which could contribute to the decreased tumor penetrance (Figure 2) and loss of adrenergic CRC expression (Figure 4). It is also possible that the decreased tumor initiation of neuroblastoma in *lmo1^–/–^* or *TATA/TATA* zebrafish in our MYCN-driven neuroblastoma model may reflect a role of *lmo1* function in normal development of the PSNS. Thus, when *lmo1* expression is low or absent, hypoplasia of the sympathoadrenal cells may occur within the intrarenal gland during early development, thus decreasing the numbers of cells susceptible to MYCN-induced transformation. Further study will be required to investigate this possibility in our zebrafish models.

### The CRC itself determines the frequency and penetrance of neuroblastoma.

The central role and conservation of tissue-specific CRCs in development and cancer is supported by our finding that neuroblastomas arising in WT GATA/GATA fish overexpress genes typical of the adrenergic CRC (Figure 4B). In fish, as in human neuroblastomas, this permissive SNP drives high levels of expression LMO1, which is an essential transcriptional cofactor of the adrenergic CRC (13). By contrast, fish with the TATA/TATA allele specifically downregulate adrenergic CRC genes and instead exhibit high levels of expression of genes associated with the mesenchymal CRC (Figure 5A). Analogous to human neuroblastomas, the mesenchymal subtype of neuroblastoma in TATA/TATA zebrafish neuroblastomas is associated with activation of *hes2, jag1,* and *notch2,* indicating activation of the NOTCH signaling pathway (Figure 5C). This finding agrees with work of van Groningen and coworkers showing that activation of NOTCH signaling participates in the induction of the mesenchymal cell state in human neuroblastomas (10). In our study, we used cell sorting based on *dβh*-driven EGFP expression to direct our RNA-Seq studies to the *dβh*-expressing, EGFP^+^ neuroblastoma cells. This has the advantage of focusing the analysis on the tumor cell population, but it also has the disadvantage of excluding stromal cells of the tumor niche and infiltrating blood cell populations that may collaborate in unique ways in the tumor environments developing in individuals with different germline genotypes. 

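*dbh* stood at 583 ± 92.9 RPKM (SD, n = 3) in *lmo1*-/- tumors and at 394 ± 35.5 RPKM (SD, n = 2) in *TATA/TATA* tumors, and *th* at 678 ± 181 and 460 ± 7.58 RPKM. The log2 fold change was -1.02 (SE, 0.16; adjusted p = 0.0047 from edgeR) for *dbh* and -1.0 (SE, 0.18; adjusted p = 0.0087 from edgeR) for *th*. With the authors' totals these were -0.57 (adjusted p = 0.038) and -0.56 (adjusted p = 0.095). Over 21 tested sympathoadrenal markers, the median log2 fold change was -0.29 (adjusted p = 0.167 from camera), and 0.16 with the authors' totals.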

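Lists of marker genes for blood and stromal cells, written before the data were examined, were measured in the sorted cells. The median of the 23 macrophage markers was 1.48, 1.27 and 4.1 RPKM in the *lmo1*-/- libraries and 41.4 and 45.7 RPKM in the *TATA/TATA* libraries. Of these markers, 16 reached 1 RPKM on average in *lmo1*-/- tumors and 23 in *TATA/TATA* tumors. The most abundant, *cd74a*, stood at 66.1 ± 11.1 RPKM (SD, n = 3) and 1320 ± 21.6 RPKM (SD, n = 2). The median log2 fold change of the list was 3.6 (adjusted p = 1.31e-30 from camera). The median over 11 neutrophil markers was 2.46 (adjusted p = 2.36e-06), over 7 tested lymphoid markers 3.82 (adjusted p = 0.00724), over 4 tested Schwann cell markers 4.12 (adjusted p = 0.00774), over 22 proliferation markers 1.5 (adjusted p = 0.000214) and over 16 tested IFN response markers 2.33 (adjusted p = 3.74e-06), all from camera. The median of the IFN response markers ran from 2.01 to 3.37 with each library left out in turn. Among the 4 Schwann cell markers, *egr2b* and *erbb3b* were at or under 3 counts in the *lmo1*-/- libraries, and with these at their lower bounds the median was 3.85. Over all 14 Schwann cell markers with a count, 10 were higher in *TATA/TATA* tumors. Their median was 1.33, which did not pass the threshold. No difference past the threshold was found for 5 tested erythroid markers (-1.56; adjusted p = 0.0986), 6 tested fibroblast markers (0.57; adjusted p = 0.561) or 7 tested interrenal markers (-1.27; adjusted p = 0.15). Over all 22 fibroblast markers with a count, 18 were higher in *TATA/TATA* tumors and the median was 1.68 (adjusted p = 0.051 from camera), and that of the tested fibroblast markers became 1.04 without *lmo1*-/- replicate 2. Over all 13 erythroid markers with a count, 7 were higher in *TATA/TATA* tumors and the median was 0.57. Without *lmo1*-/- replicate 1 the tested erythroid markers passed the threshold (-1.49; adjusted p = 0.031), as did the interrenal markers without *lmo1*-/- replicate 3 (-1.63; adjusted p = 0.0036). The endothelial markers, of which 2 were tested, had a median of 0.0796 RPKM in *TATA/TATA* tumors, and the kidney tubule markers, of which 1 was tested, 0.0269 RPKM. Each list past the threshold here also passed it under fry, which in addition called the erythroid markers (adjusted p = 0.0136), and with the correlation estimated from the data none passed it, with adjusted p values from 0.256 to 0.758 over these lists.

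**Figure D3:**
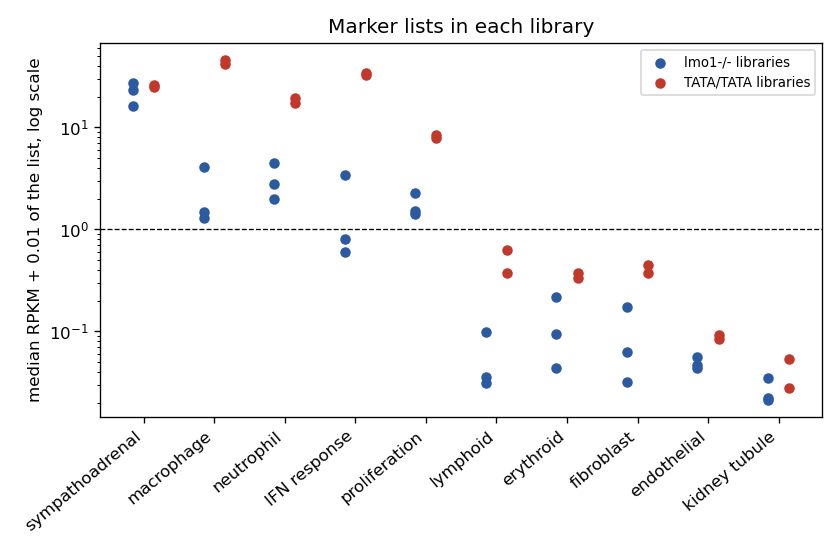
Median RPKM + 0.01 over the genes of each marker list (vertical, log scale) in each *lmo1*-/- library (n = 3, blue) and each *TATA/TATA* library (n = 2, red). The dashed line stands at 1 RPKM, and the macrophage markers rise from 1.27 to 4.1 RPKM in the *lmo1*-/- libraries to 41.4 and 45.7 RPKM in the *TATA/TATA* libraries.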

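The 2 *TATA/TATA* libraries differed less from each other than any pair of *lmo1*-/- libraries. The median absolute log2 difference over genes was 0.089 between the *TATA/TATA* libraries and from 0.374 to 0.395 between pairs of *lmo1*-/- libraries. Between the *TATA/TATA* libraries, 2 genes had at least 50 counts in one library and at most 3 in the other, compared with 53, 121 and 106 genes between pairs of *lmo1*-/- libraries. The biological coefficient of variation in edgeR was 7.1% for the *TATA/TATA* libraries and 33.8% for the *lmo1*-/- libraries. The test of the genotypes used a value estimated from all 5 libraries, 27.1%.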

Due to the decreased occurrence, slow growth rate, and small size of neuroblastomas in the TATA/TATA zebrafish, only 2 sets of RNA-Seq results were obtained for the transcriptome profiling of tumors in the TATA/TATA zebrafish. Future studies are warranted to capitalize on newer single-cell RNA-Seq technologies of unsorted cells from the tumors in these fish; newer technology would allow for simultaneous analysis of gene expression of EGFP^+^ cells and gene expression of the many other types of cells in the tumor niche that participate in the formation of MYCN–driven neuroblastoma.

### The TATA/TATA genotype at rs2168101 favors the onset of neuroblastomas with mesenchymal rather than adrenergic CRCs.

Our current study also includes what we believe to be new information from a new genome DNA and RNA sequencing data set by 124 primary childhood neuroblastomas, created with support of the Gabriella Miller Kid’s First Pediatric Research Program (Figure 6). This data set is particularly important because in earlier studies we used the TARGET data set, which was limited to tumors from children with high-risk neuroblastoma.

Our finding that the relatively infrequent tumors that arise in the TATA/TATA zebrafish exhibit the mesenchymal CRC signature is consistent with our previous studies showing that a high level of LMO1 expression is required for the adrenergic CRC to form in human neuroblastoma (13). In agreement with these findings in the TATA/TATA zebrafish, our data using the Gabriella Miller human neuroblastoma data set also shows that human tumors arising in children with the TATA/TATA genotype at rs2168101 exhibit the mesenchymal signature, and most of these tumors are assigned to children with low-risk, localized neuroblastomas that are often cured by surgery alone (Figure 6). Thus, the TATA/TATA genotype provides a reassuring biomarker associated with nonmetastatic disease for children undergoing treatment. Unfortunately, the genotype of rs2168101 does not signify sensitivity to a targeted drug at this time, as would be indicated, for example, by an activating ALK mutation.

Moreover, we can anticipate how the *TATA/TATA* genotype would influence the penetrance of neuroblastoma in children who also have germline predisposition due to activating mutations of *PHOX2B* or *ALK*. Because the TATA/TATA genotype causes low *LMO1* expression and *LMO1* is required for the adrenergic CRC to form, we predict that the *TATA/TATA* genotype would protect against neuroblastoma in patients with germline activating mutations of *PHOX2B* (46, 47). This is because PHOX2B is an essential driver of the adrenergic CRC, which cannot form efficiently without high-level expression of LMO1. Less is known about the impact of *ALK* mutations on the CRC in neuroblastoma, but most available neuroblastoma cell lines that harbor activating *ALK* mutations, such as Kelly and SY5Y, rely on the adrenergic CRC. Thus, it appears likely that the *TATA/TATA* genotype would also decrease the penetrance of neuroblastoma in children harboring germline activating *ALK* mutations. Further study will be required to test these predictions.

An apparent paradox emerges, however, because others have shown that GATA/GATA or GATA/TATA neuroblastoma may shift from the adrenergic to the mesenchymal cell state under the selection pressure of chemotherapy, presumably because the mesenchymal cell state imparts drug resistance (6, 48). However, this represents an apparent paradox, because the mesenchymal cell state appears to be associated both with the initiation of localized tumors in young children and with rapidly growing and metastatic drug resistant neuroblastomas that are not responding to therapy. To explain this apparent discrepancy, we hypothesize that adrenergic neuroblastoma cells can both switch to the mesenchymal cell state and select for RAS-MAPK pathway mutations under the pressure of intensive combination chemotherapy (6, 11, 48–52). Thus, the switch to the mesenchymal cell state provides immediate resistance to antineuroblastoma drugs but relatively indolent cell growth, allowing for the long-term outgrowth of rare subclones of cells with drug resistance due to RAS-MAPK pathway mutations. These mutations impart aggressive proliferative and metastatic growth properties and may allow neuroblastoma cells to shift back to the adrenergic cell state. We have already shown that homozygous *NF1* inactivating mutations confer very aggressive growth properties in the zebrafish neuroblastoma model (53). RAS-MAPK mutations are not present in low-risk TATA/TATA tumors that arise de novo with the mesenchymal cell state, thus, these neuroblastomas remain localized and are treatable with surgery alone. The hypothesis that neuroblastoma cells harbor both RAS-MAPK pathway mutations and the adrenergic pattern of gene expression at relapse after intensive chemotherapy regimens could be tested if both whole-genome DNA-Seq and genome-wide RNA-Seq studies were available from cohorts of patients treated with intensive chemotherapy.

Our results also revealed that a subset of the GATA/TATA neuroblastomas with lower LMO1 expression can develop in neuroblastomas with the adrenergic CRC, due, in part, to aberrant upregulation of LMO3, a closely related LMO family member. This is the case for the neuroblastoma tumors in our UMAP analysis (cluster 2h, Figure 6H), which are characterized by lower *LMO1* but high *LMO3* expression levels (Figure 6, F and H). These tumors are enriched for cases with a heterozygous *GATA/TATA* genotype, and elevated *LMO3* levels apparently cooperate with *LMO1* to drive the adrenergic CRC. The redundancy of *LMO* gene family members is analogous to the findings in the TAL1-overexpressing subtype of T-ALL, in which *LMO1* or *LMO3* can be aberrantly activated by chromosomal translocation and substitute for *LMO2* in the TAL1 CRC that drives thymocyte transformation (54–56). In this regard, it is interesting that aberrantly high *LMO3* expression levels appear to be frequent in neuroblastomas with *MYCN* gene amplification (Figure 6I), which may explain the lack of association of the rs2168101 genotype with the risk of developing *MYCN*-amplified neuroblastomas (20).

### lmo1^–/–^ zebrafish do not exhibit either the mesenchymal or adrenergic CRC.

An unexpected finding arising from our in vivo zebrafish model is that neuroblastomas arising in the *lmo1*^–/–^ background expressed genes that were not associated with either the adrenergic or the mesenchymal CRC, but instead showed upregulation of a third set of transcription factors (Figure 5D). Our hypothesis is that, by preventing high levels of lmo1 expression in neuroblastoma, the *TATA/TA*TA genotype blocks the formation of the adrenergic CRC because this CRC requires high levels of the lmo1 cofactor. The use of the mesenchymal CRC by these tumors represents the well-published tendency of neuroblastomas to shift to the mesenchymal CRC when use of the adrenergic CRC becomes problematic. In the *lmo1^–/–^* tumors, a different CRC may arise because this genotype also blocks the mesenchymal CRC from forming. This could be due to the loss of *lmo1* expression by noncell-autonomous stromal cells, which would happen in a complete *lmo1*-knockout animal. However, stromal *lmo1* expression would be expected to remain intact to support the notch-dependent mesenchymal CRC in *TATA/TATA* neuroblastoma. This is supported by the fact that the *lmo1^–/–^* tumor cells fail to show signs of Notch signaling, which is very important to induce the mesenchymal CRC (10). 

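Of a list of 33 Notch pathway genes, written before the data were examined and including the 3 genes of Figure 5C, 13 reached the level required for the test. The median log2 fold change between *TATA/TATA* and *lmo1*-/- tumors was 0.54 (adjusted p = 0.104 from camera and 0.00997 from fry, which does not set the list against the other genes). It ran from 0.29 to 0.98 with each library left out in turn. Of the NOTCH pathway genes tested, 10 genes passed the threshold, of which 6 were higher in *TATA/TATA* tumors, the 3 genes of Figure 5C among them. *mfng*, a glycosyltransferase that modifies Notch receptors, rose from 0.469 ± 0.0477 RPKM (SD, n = 3) to 16.3 ± 0.517 RPKM (SD, n = 2; log2 fold change, 4.66; adjusted p = 0.00022 from edgeR). *her9* (1.9; adjusted p = 0.006) and *nrarpa* (2.95; adjusted p = 0.0026) were also higher. The changes of *mfng* and *nrarpa* lay within the range of the 23 macrophage markers, from 1.99 to 6.28, and that of *her9* just below it. Other cells in the sort are therefore not excluded as a source of these rises. In the opposite direction, *lfng* fell from 18.8 ± 6.13 RPKM (SD, n = 3) to 3.48 ± 0.265 RPKM (SD, n = 2; log2 fold change, -2.88; adjusted p = 0.0012 from edgeR), and *hes6* (-1.05; adjusted p = 0.018), *rbpja* (-0.96; adjusted p = 0.015) and *dll4* (-2.08; adjusted p = 0.043) were lower by the same test. In *lmo1*-/- tumors, 7 of the 33 genes reached a mean of 1 RPKM, compared with 12 in *TATA/TATA* tumors. Over the NOTCH pathway genes with a mean of at least 5 RPKM, the median log2 fold change was -0.97 (adjusted p = 0.55). Only *lfng*, *hes6* and *mfng* reach that level, and they go both ways. That median therefore does not show a reversal of the pathway.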

Notch signaling is also an important candidate pathway to play a noncell-autonomous role in neuroblastoma initiation, because NOTCH signaling is the prototypic pathway demonstrating the essential role of the signaling cell as well as the receiving cell for successful signal transduction (57, 58). The tissue-specific nature of CRCs and enhancers is illustrated by our finding that *LMO1* expression is known to be regulated in human tumors by different CRCs with different enhancers in specific tissues. For example, the super-enhancer surrounding rs2168101 is not formed in T-ALLs expressing high levels of *LMO1*, but, rather, high levels of *LMO1* are driven by completely different enhancers. Other possibilities suggested to explain the different CRCs found in *lmo1^–/–^* and *TATA/TATA* neuroblastomas include, first, differential effects on early PSNS development of *lmo1* knockout compared with mutations creating *TATA/TATA* genotypes, or, second, possible effects of the mutations we introduced to produce the *TATA/TATA* genotype in fish on the binding of other CRC transcription factors. Thus, in our future studies, it will be important to conduct single-cell RNA-Seq of unsorted cells from the neuroblastoma as they develop in fish with the different rs2168101 and *lmo1* genotypes in order to test the hypothesis that the TATA/TATA genotype primarily reduces *lmo1* expression in neuronal progenitor cells, while the *lmo1* knockout affects lmo1-regulated gene expression in every tissue, including adrenal medullary stromal cells.

### Conclusions.

Overall, our studies support the value of zebrafish and other in vivo model systems to investigate the mechanisms underlying the multi-step process of clonal progression in the initiation of cancers like neuroblastoma*,* and to link these underlying mechanisms to GWAS-based associations with key haplotypes that predict the risk of developing specific types of human cancers.

## Methods

### Zebrafish lines and maintenance.

Zebrafish were derived from the AB background strain. All zebrafish were maintained under standard aquaculture conditions at the Dana-Farber Cancer Institute. Zebrafish lines *Tg(dβh:EGFP)* and *Tg(dβh:MYCN)* were described previously (24) and designated *EGFP* and *MYCN* in the text, respectively.

### Genome editing of lmo1 using TALEN and CRISPR/Cas9 technology.

To generate stable lines carrying the protective T-containing allele at rs2168101 in the first intron of *lmo1*, we designed TALEN-recognition sequences that bind to the first intron of *lmo1* surrounding the *GATA* site: TALEN1 5′-TACGACTGATTTGATTTT-3′ and TALEN2 5′-TTCATTTCAAGTTCCAT-3′. A 16-bp spacer with an EcoRV sequence was located between the 2 binding sites. TALEN expression vectors harboring a WT FokI nuclease were generated as previously described (59), linearized by PmeI and used as templates for TALEN mRNA synthesis using the mMessage mMachine T3 Kit (Ambion). For the targeted integration of the protective T-containing allele, we generated a 41-nucleotide single-stranded oligonucleotide (*TATA-ssOligo*) containing the T-allele sequence with 20 flanking nucleotides on either side of the T. The *TATA-ssOligo* also contains 2 additional nucleotide changes that are located 5′ to the T (CC instead TT; Figure 2A) to not only create a new binding site for TfiI (to allow for screening for offspring with successful knock-in of the *TATA-ssOligo*) but also to prevent the TALEN1 from binding and cutting out the integrated oligonucleotide. Equal amounts of TALEN1 and 2 mRNA (100 ng/μL) together with 100 pg of oligonucleotide were injected together into one-cell–stage zebrafish embryos. To identify positive founder fish with a successful TATA knock-in, germline DNA was extracted by tail clip, and the DNA fragment surrounding the TATA site was amplified using the primers (*TATA/TATA-EcoRV*) listed in Supplemental Table 1, followed by EcoRV digestion. Successful genome editing was detectable by loss of the EcoRV restriction site (Supplemental Figure 3A). Only fish incorporating the *TATA-ssOligo* screened positive in the TfiI assay, where TfiI digestion of an amplicon generated using the primers (*TATA/TATA-TfiI*) listed in Supplemental Table 1 resulted in 2 DNA fragments: an undigested 130-bp long fragment and a digested 65-bp long fragment (Supplemental Figure 3B). Using this approach, we isolated a zebrafish line with a heterozygous T-containing allele at rs2168101 (designated “*TATA/GATA*”, Figure 2A). F1 embryos at 24 hours postfertilization (hpf) were again screened for germ-line transmission, and the F1 embryos from the positive founder were raised to adulthood. The F2 generation was crossed with the zebrafish lines *Tg(dβh:EGFP)* and *Tg (dβh:MYCN)* and then intercrossed to obtain F4 heterozygous, homozygous mutant offspring, and WT *(GATA/GATA*) offspring in the *dβh:MYCN;dβh:EGFP* double transgenic background.

The *lmo1* knockout zebrafish line (*lmo1*^–/–^) was generated by using CRISPR-Cas9 genome editing technology, targeting exon 2 (60). The following *lmo1* exon 2 CRISPR site was designed using a CRISPR Design web tool (http://crispr.mit.edu): 5′-GGAGAGGGAGATCAGATCGA-3′, CRISPR gRNA was prepared by the cloning-free, single-guide RNA synthesis method (61) using the Ambion T7 MEGAscript Kit (Ambion) and purified with the Qiagen miRNeasy Kit (Qiagen). *Cas9* nuclease was purchased from New England Biolabs. Each embryo was injected with 1 nl of solution containing *lmo1*-specific gRNA (60 ng/μl) and Cas9 (30 ng/μl) at the one-cell stage. Mosaic F0 fish with germline mutations were identified, and the stable mutant line for *lmo1^+/–^* was established by outcrossing to WT AB fish. To genotype the *lmo1^+/–^* line 3 months after injection, genomic DNA was extracted from fin clips, and DNA fragments containing the mutated site were amplified using the primers (*lmo1*^–/–^) listed in Supplemental Table 1. The amplified DNA product was analyzed using the T7 endonuclease I mismatch cleavage assay to detect mutations introduced after Cas9 cleavage. One line was identified with a 32-nucleotide deletion starting at coding nucleotide 165 that caused an early stop codon at the end of the first LIM domain and a complete loss of the second LIM domain (Supplemental Figure 4). This line, therefore, harbors a loss-of-function allele of *lmo1* (*lmo1*^+/–^). The F2 zebrafish were crossed with the zebrafish lines *Tg(dβh:EGFP)* and *Tg (dβh:MYCN)*, and next intercrossed to obtain F4 *lmo1*^+/+^, *lmo1*^+/–^, and *lmo1*^–/–^ offspring in the *dβh:MYCN;dβh:EGFP* double-transgenic background.

### Neuroblastoma tumor watch.

*Lmo1^+/–^* and *TATA/GATA* zebrafish were crossed with *dβh:MYCN^+^* and *dβh:EGFP^+^* zebrafish to obtain heterozygous *lmo1^+/–^* and *GATA/TATA* lines in each transgenic background. These offspring were sorted for EGFP^+^ fluorescence and genotyped for *TATA/GATA* or *lmo1^+/–^* heterozygosity and inbred to their siblings to obtain all possible genotypes: *GATA/GATA* (WT), *TATA/GATA*, and *TATA/TATA,* or *lmo1^+/+^*, *lmo1^+/–^*, and *lmo1^–/–^* in the *dβh:MYCN;dβh:EGFP* double-transgenic background. Clutches of growing progeny from heterozygous *GATA/TATA* or *lmo1^+/–^* incrosses were examined weekly to identify EGFP^+^ tumors as they arose in the different genotypes of growing zebrafish. Trained zebrafish researchers anesthetized fish from each incross with tricaine and carefully examined them under a fluorescence microscope every 2 weeks starting at week 7 to identify any fish that developed a visible EGFP-fluorescent group of cells in the position of the IRG. Until week 7, the IRG is often transiently visible by EGFP fluorescence, therefore zebrafish are not routinely examined for tumor masses before week 7. Fish with visible EGFP^+^ cells from each week of life after week 7 from each clutch were separated and grown together in a separate tank. To make sure that the identified EGFP^+^ cells represented a growing tumor, each of the fish with EGFP^+^ fluorescence was also reexamined during each subsequent week to make sure the EGFP^+^ cells were growing in size, indicating a transformed tumor cell population. In the rare case that the EGFP^+^ cells in a fish regressed after being identified after 7 weeks of age, then this fish was removed and placed back with the negative fish from the clutch. In the fish, in which an EGFP^+^ tumor continued to grow, the date of onset was designated as the date on which the fish was first identified and grown in a separate tank due to detection of an EGFP^+^ mass. The fish with EGFP^+^ tumors were then grown together until the tumors are large enough to harvest, and then the EGFP^+^ cells were harvested for flow sorting and RNA extraction. At the same time, these fish were genotyped DNA extracted from a fin clip to determine whether they were *GATA/GATA*, *GATA/TATA* or *TATA/TATA*. Thus, the tumor watch was done blind to the genotype of the fish in each clutch. At the end of the experiment at 17 weeks of age, fish from each clutch were genotyped to establish the tumor incidence for fish of each genotype. The cumulative frequency of neuroblastoma development was analyzed by the Kaplan-Meier method, and the log-rank test was used to determine statistical significance.

### RNA-Seq.

Total RNA was extracted from neuroblastomas arising in *TATA/TATA* and *lmo1*^–/–^ in the *MYCN;EGFP* background using the QIAzol lysis reagent (Qiagen) and was cleaned using the RNeasy kit (Qiagen). Samples were treated with the TURBO DNase (TURBO DNA-free Kit; Ambion) and cleaned using the RNeasy MinElute Cleanup kit (Qiagen). Strand-specific library construction and Illumina HiSeq sequencing of paired-end 100-bp-long reads were performed at the DFCI Molecular Biology Core Facilities. Newly generated RNA-Seq data were combined with previously generated data sets (62). Normalized RPKM files (MYCNoe) were downloaded from GSE107518 and used as GATA/GATA. For samples newly generated herein, RNA-Seq reads were aligned to the danRer10 revision of the zebrafish reference genome using hisat2 version 2.1.0 (63) in paired-end mode. Reads in v90 of GRCz10 Ensembl genes were quantified using htseq-count (64) with parameters -i gene_name —stranded=reverse -m intersection-strict. Expression as reads normalized by kb of exon per million mapped reads (RPKM) were calculated by counting the number of nonredundant basepairs in all isoforms of each gene with the same gene name. All RNA-Seq data have been deposited in the GEO database (GSE224158).

### Gene set variation analysis.

GSVA was performed in R (version 4.0.2) using the GSVA library (version 1.38.2). For each gene set of interest, scores were computed using the “kcdf=Poisson” setting with raw read counts from the Gabriella Miller Kids First neuroblastoma RNA-Seq cohort as input. Specifically, adrenergic and mesenchymal pathway activation scores were calculated using gene lists as previously defined by Van Groningen et al. (6).

### UMAP analysis.

UMAP analysis was performed in R (version 4.0.2) using the Seurat library (version 4.0.0). Raw fragments per kilobase of transcript per million mapped reads (FPKM) data were first log_2_-transformed and scaled using default Seurat parameters. Principal components were then computed and scored using the jackstraw procedure. Ten principal components (corresponding to all components with nominal jackstraw *P* < 0.05) were then provided as input for 2-dimensional UMAP embedding. To overlay quantitative features including GSVA pathway activation scores or log_2_-transformed FPKM gene expression scores, we first computed the Z-score transform of the corresponding feature. To compute contour plots over the UMAP embedding space, we applied a Z-score-weighted Gaussian kernel to each patient datapoint that was radially symmetric with a corresponding variance equal to one half.

### rs2168101 evolution and conservation analysis.

Allelic frequencies of rs2168101 across human populations were obtained from the 1,000 Genomes Project Phase 3 data (http://useast.ensembl.org/Homo_sapiens/Variation/Population?v=rs2168101). Multiple species alignment of 40 reference genomes surrounding the rs2168101 GATA site were made based on publicly available data sets on ENSEMBLE and the UCSD Genome Browser. A corresponding phylogenetic tree based on these cross-species sequences was created using the publicly available source https://www.phylogeny.fr (65).

### Adrenergic and mesenchymal gene signatures and gene ranking for Figure 4C.

Signatures corresponding to adrenergic (*n* = 369) or mesenchymal genes (*n* = 485) were obtained from Van Groningen, et al. (6). mRNA expression (TPM+1) of each gene in these signatures was obtained for each neuroblastoma cell line from the Cancer Cell Line Encyclopedia (22Q2 release). Median adrenergic and mesenchymal gene scores were calculated for each cell line by rank ordering all genes based on expression level in the combined signatures (*n* = 854) from lowest to highest expression, such that rank 854 represented the highest expressed gene in the signature. Gene ranks were then separated into adrenergic (*n* = 369) and mesenchymal (*n* = 485) lists, and the median rank score was determined for each signature separately, to determine whether an individual cell line predominately exhibited the adrenergic or mesenchymal cell state.

### Data and materials availability.

All RNA-Seq data have been deposited in the GEO database (GSE No: pending GSE224158).

Neuroblastoma RNA-Seq available through the Gabriella Miller Kids First (GMKF) Pediatric Research Program: https://commonfund.nih.gov/kidsfirst.

### Statistics.

Statistical analysis was performed using GraphPad Prism software version 8.0. Kaplan-Meier curves and log-rank tests were used to assess the rate of tumor development and differences in the cumulative frequency of neuroblastoma between fish with the following genotypes: *dβh:MYCN; dβh:EGFP*, *lmo1^+/+^*, *dβh:MYCN; dβh:EGFP*, *lmo1*^+/–^, *dβh:MYCN; dβh:EGFP*, *lmo1*^–/–^, *dβh:MYCN; dβh:EGFP*, *TATA/GATA*, and *dβh:MYCN; dβh:EGFP*, *TATA/TATA*. Significance was determined using unpaired, 2-tailed *t* tests, Student’s *t* tests, and Welch’s *t* tests. *P* < 0.05 was considered significant. For all experiments with error bars, the SEM was calculated, and the data were presented as mean ± SD. The sample size for each experiment and the replicate number of experiments were included in the figure legends.

### Study approval.

All experiments were approved by the Dana-Farber IACUC under protocol no. 02-107.

## Author contributions

NWL, JMM, and ATL conceived the study and designed the experiments. NWL, TT, HS, SZ, ADD, and MWZ performed zebrafish experiments and gene expression assays. DAO, ACW, and SJD analyzed human gene expression assays. DAO performed the phylogenetic tree analysis and the analysis of the human neuroblastoma gene expression data. DR and JKJ created the TALENs used in this study. BJA and RAY performed the analysis of zebrafish gene expression. NWL and ATL wrote the manuscript with input from each of the authors.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
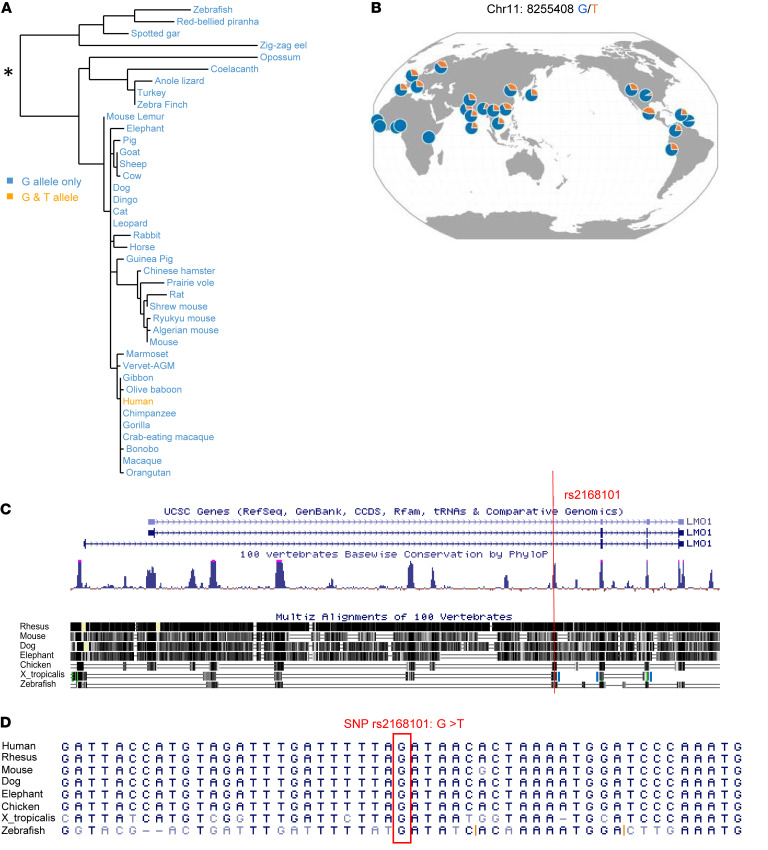
Evolutionary history of the G/T polymorphism at rs2168101. (**A**) Phylogenetic tree representing the evolutionary relationship between the *LMO1* genes from the indicated species over the last 400 million years. Blue font denotes species that exclusively harbor a G at rs2168101. Orange font denotes that only humans demonstrate a G/T polymorphism at the rs2168101 locus. (**B**) Distribution of the G and T alleles of rs2168101 across Human Genome Diversity Project (HGDP) populations, as illustrated by their genome browser (http://popgen.uchicago.edu/ggv/). Circles create a pie chart in which blue represents the proportion of human populations from different parts of the world with a G at rs2168101 (human chromosome 11, position 8255408), and orange represents the proportion with a T. (**C**) Shown is a modified UCSC Genome Browser (https://genome.ucsc.edu/) window of the human *LMO1* locus indicating the 2 alternative transcription start sites and the position of rs2168101 in the first intron (top), a vertebrate conservation track graphing PhyloP conservation scores (middle), and Multiz alignments of multiple vertebrate species (bottom), illustrating a high level of conservation in the noncoding region surrounding rs2168101. (**D**) The immediate sequence neighborhood surrounding rs2168101 in the first intron of *LMO1* from multiple species is shown. The G at rs2168101 in the human consensus sequence is marked with a red box.

**Figure 2:**
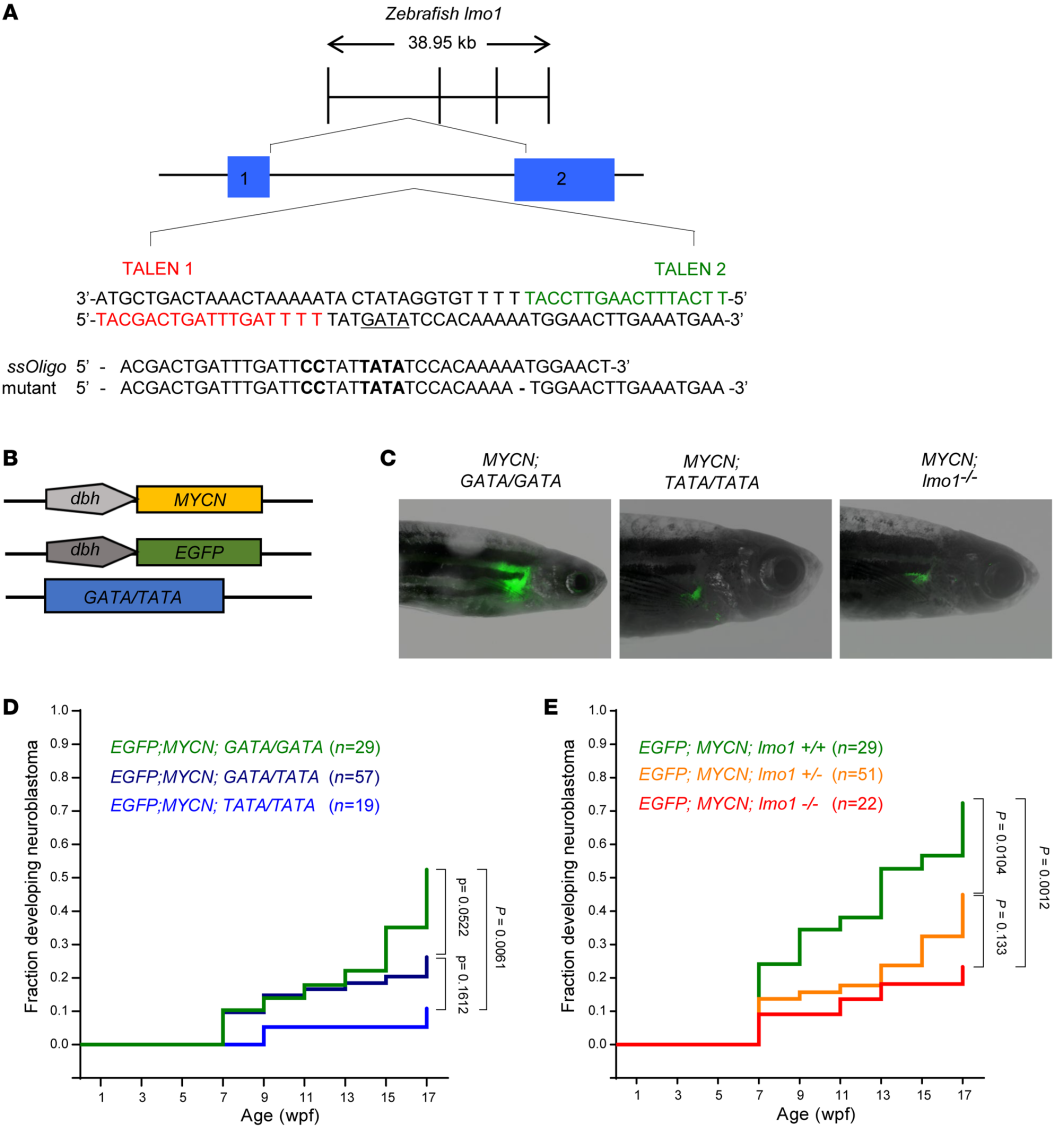
The development of *MYCN*-driven neuroblastomas is impaired in the *TATA/TATA* and *lmo1*-null backgrounds. (**A**) Diagram illustrating the construction of the *lmo1 GATA/TATA* (*GATA/TATA*) zebrafish line in which TALEN-mediated gene editing was used to replace the G at rs2168101 with a T. The rs2168101 G resides within the first intron of the zebrafish *lmo1* gene (exons 1 and 2 are denoted by blue boxes) and creates the first nucleotide of a *GATA* DNA-binding sequence (in bold). To facilitate the precise genome editing and knock-in of the T allele at this locus, we used TALEN gene-editing technology targeting the sequences flanking the G at rs2168101 (as indicated in red and green) together with a single-stranded DNA oligonucleotide containing a T instead of the G with short flanking homology arms of 20 nucleotides (*TATA-ssOligo*). To prevent TALEN binding to the 5′ arm and activity after successful knock-in of the *TATA-ssOligo* and to aid in the identification of embryos containing the modified sequence, the *TATA-ssOligo* was designed with 2 additional nucleotide changes (CC to replace TT in the 5′ homology arm, marked in bold) to create a new restriction site for TfiI (see also Supplemental Figure 3). (**B**) To analyze the effect of the rs2168101 G **→** T substitution on *MYCN*-induced neuroblastoma, compound transgenic zebrafish lines were created by crossing the transgenic lines *Tg(dβh:MYCN) and Tg(dβh:EGFP)* with the *GATA/TATA* knock-in line, as illustrated. The *dβh:EGFP* and *dβh:MYCN* lines, in which the zebrafish *dβh* promoter was used to facilitate tissue-specific expression of *EGFP and MYCN,* were established previously (24). (**C**) Representative fluorescent images of adult zebrafish showing EGFP-expressing tumors arising in the indicated transgenic lines. (**D** and **E**) Starting at 5 weeks postfertilization (wpf), zebrafish with the indicated genotypes were monitored biweekly for the presence of tumors by EGFP fluorescence microscopy. The graph shows a Kaplan-Meier analysis of the cumulative frequency of neuroblastomas in the transgenic lines. Statistical analysis was performed using the logrank test.

**Figure 3:**
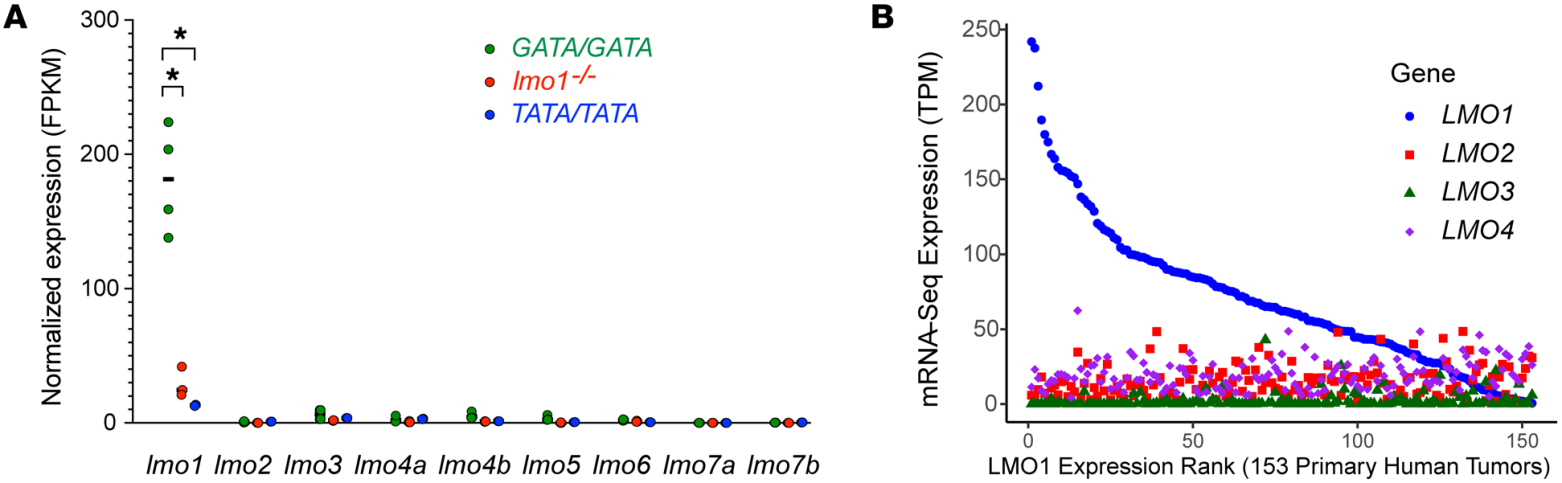
Expression of the *lmo* family genes in zebrafish and human neuroblastoma. (**A**) RNA-Seq analysis was performed to measure the relative mRNA expression of *lmo* family genes in neuroblastomas arising in zebrafish with the indicated genotypes (*GATA/GATA*, *n* = 4; *lmo1^–/–^*, *n* = 3; and *TATA/TATA*, *n* = 2). mRNA expression levels for the indicated *lmo* family genes are represented by FPKM log-scale values. Expression under 1 FPKM is considered as nonexpressed. Statistical analysis was performed using the 2-tailed, unpaired *t* test. *P < 0.005. (**B**) Relative *LMO1-4* mRNA expression levels measured by RNA-Seq in 153 primary human neuroblastoma samples (from TARGET), ranked from highest (left) to lowest levels of *LMO1* expression (in FPKM). Expression correlation analysis demonstrated weak inverse correlation between LMO1 and the other 3 LMO family members (R ≥ –0.3, *P <* 0.05).

**Figure 4:**
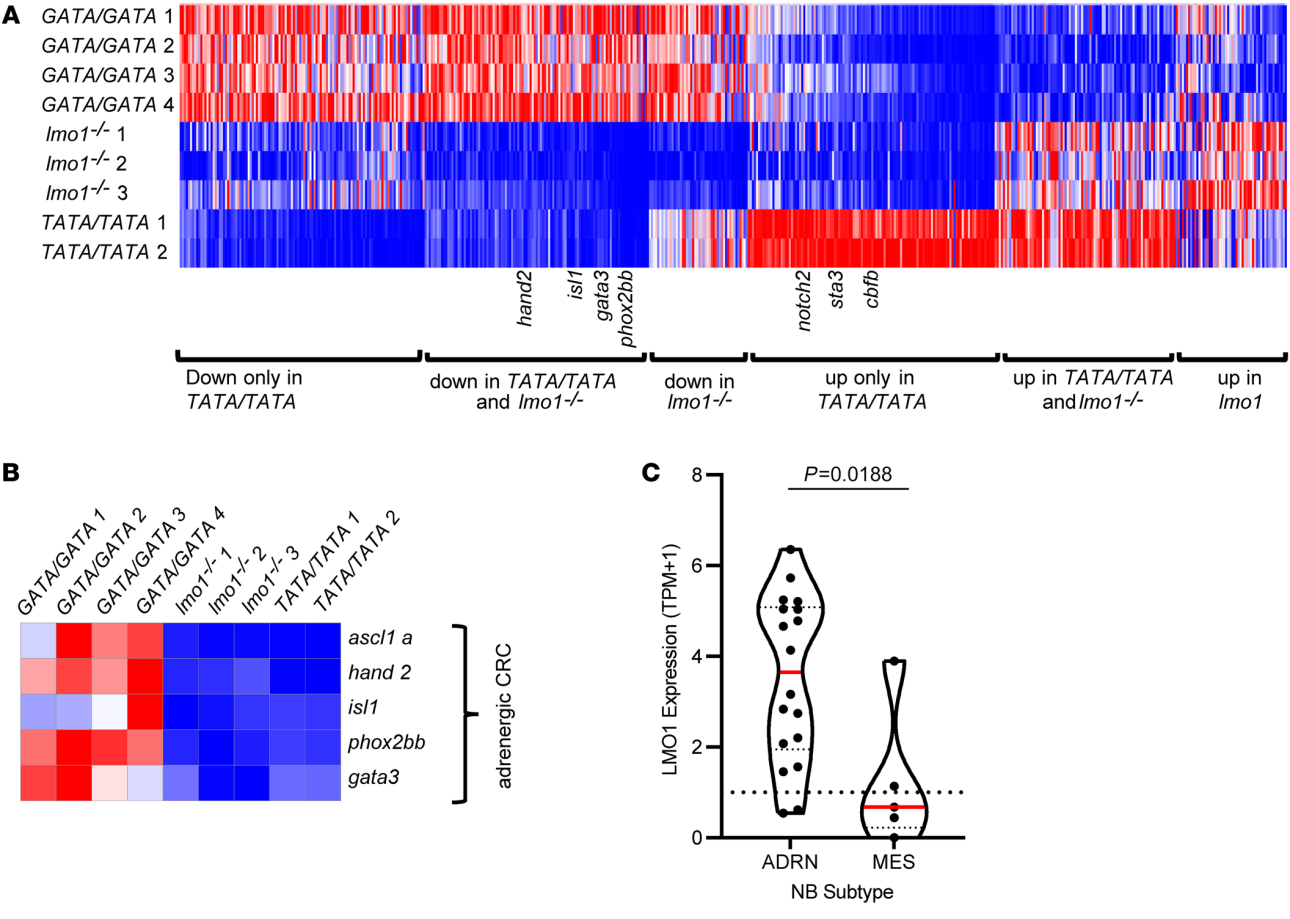
*Lmo1* coregulates transcription factors that comprise the adrenergic neuroblastoma CRC. (**A**) Heatmap image based on RNA-Seq data analysis showing differentially expressed genes in *MYCN*-induced neuroblastoma tumors arising in *lmo1 GATA/GATA* (WT), *lmo1*^–/–^ and *lmo1 TATA/TATA* backgrounds categorized into 6 groups, as indicated. Each row corresponds to a gene, and signal intensity is normalized across the row. Genes were rank ordered from highest (right side of the map) to lowest (left side of the map) based on fold change of gene expression in *TATA/TATA* or *lmo1*^–/–^ compared to *GATA/GATA*. (**B**) Heatmap representing gene expression changes of the known adrenergic neuroblastoma CRC transcription factors *isl1, gata3, ascl1, phox2b,* and *hand2* in *MYCN*-induced neuroblastoma tumors arising in the *GATA/GATA, lmo1*^–/–^ and *TATA/TATA* backgrounds. (**C**) *LMO1* mRNA expression (TPM+1) violin plots retrieved from the 21Q1 release of Depmap (depmap.org) (18), from 23 neuroblastoma cell lines. Cell lines were defined as adrenergic (ADRN) (*n* = 18) or mesenchymal (MES) (*n* = 5) subtypes based on general gene expression profiles. Red bars indicate mean, dotted line indicates a TPM+1 of 1. *P* = 0.0188 by student’s *t* test.

**Figure 5:**
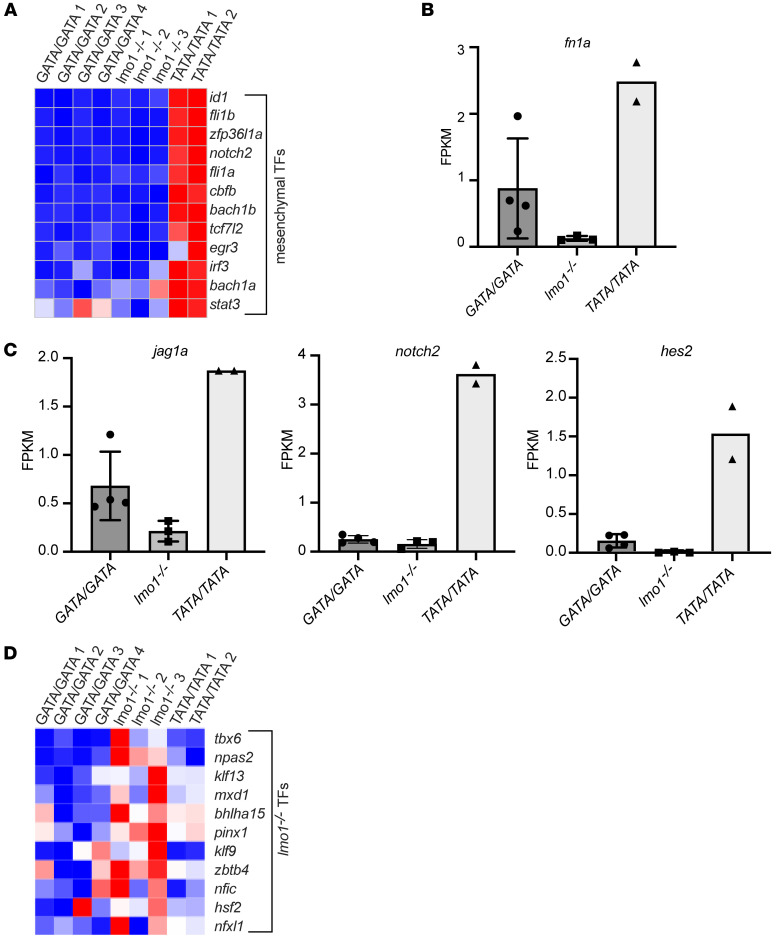
*MYCN*-driven neuroblastomas from the *TATA/TATA* line, but not the *lmo1^–/–^* line, express the mesenchymal CRC. (**A**) Heatmap image based on RNA-Seq data analysis showing the indicated genes of the mesenchymal CRC, which are upregulated in the *MYCN*-induced neuroblastomas arising in the *TATA/TATA* background, but not in the *lmo1*^–/–^ background, compared with the *GATA/GATA* zebrafish. (**B**) Relative mRNA expression levels of the mesenchymal neuroblastoma phenotype marker *fn1a* in neuroblastoma arising in zebrafish with the indicated genotypes (*GATA/GATA*, *n* = 4; *lmo1^–/–^*, *n* = 3; and *TATA/TATA*, *n* = 2). (**C**) Relative mRNA expression levels of NOTCH pathway genes, including *jag1a*, *notch2*, and *hes2*, in neuroblastomas arising in zebrafish from the indicated genotypes (*GATA/GATA*, *n* = 4; *lmo1^–/–^*, *n* = 3; and *TATA/TATA*, *n* = 2). (**D**) Heatmap of transcription factors exclusively upregulated in *MYCN*-driven neuroblastomas from the *lmo1^–/–^* line. TFs; transcription factors.

**Figure 6:**
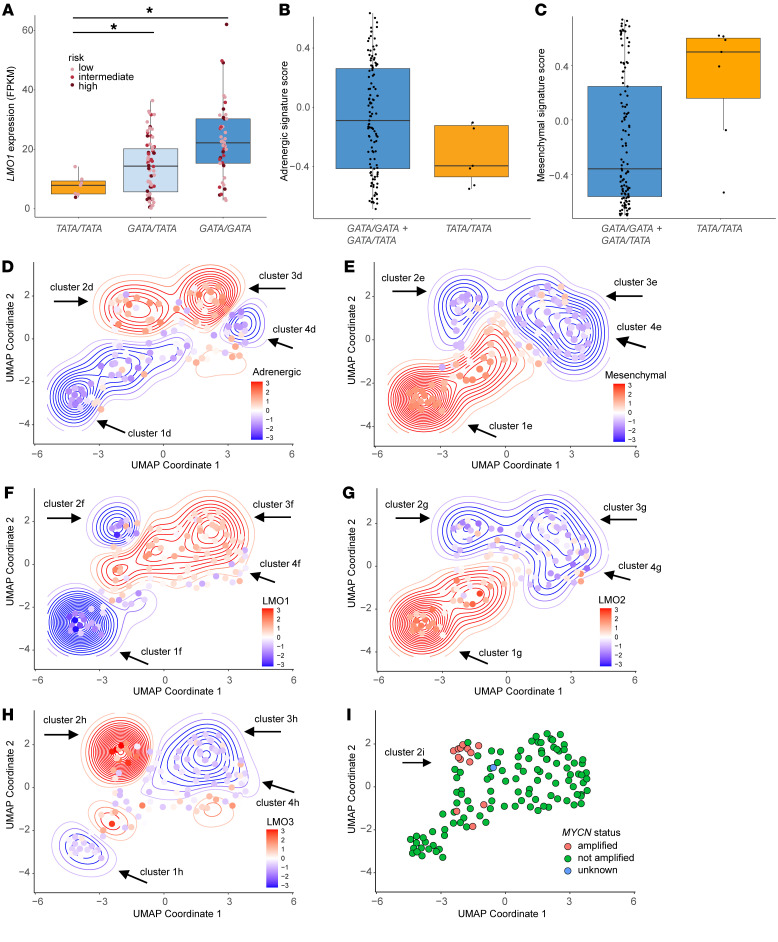
Human *TATA/TATA* neuroblastomas resemble zebrafish *TATA/TATA* tumors with low *LMO1* expression and a mesenchymal phenotype. (**A**) Relative LMO1 mRNA expression levels (in FPKM) in 124 human neuroblastoma samples with the indicated genotypes at rs2168101: TATA/TATA, GATA/TATA, or GATA/GATA. Each neuroblastoma sample is assigned to either low (pink), intermediate (light red) or high risk (purple). Statistical analysis was performed using the 2-tailed, Welch’s *t* test. *P < 0.005. (**B** and **C**) Adrenergic and mesenchymal gene set signature scores were generated using GSVA based on the previously published expression profiles by Von Groningen, et al. (8). Higher positive scores indicate upregulation of the corresponding signature, whereas, lower negative scores indicate downregulation. GATA/GATA and GATA/TATA tumors were combined into 1 group (blue) and compared with the TATA/TATA tumors (tan). (**D** and **E**) UMAP representing the whole transcriptome landscape of 124 human neuroblastoma samples (dots) in a 2-dimensional space combined with the adrenergic (**D**) and mesenchymal (**E**) gene signatures. Relative Z-score-transformed expression for each signature (according to the heat scale) is shown for each tumor (points) and overall density (contours). Clusters 1–4 represent tumors falling into similar density contours based on the adrenergic signature (**D**) or mesenchymal signature (**E**). (**F**–**H**) Combination of UMAP dimensionality reduction analysis and expression levels of *LMO1* (**F**), *LMO2* (**G**), and *LMO3* (**H**). Relative Z-score of log_2_-transformed expression for *LMO1* (**F**), *LMO2,* (**G**) or *LMO3* (**H**) (according to the heat scale) is shown for each tumor (points) and overall density (contours). (**I**) MYCN status for all 124 human neuroblastoma samples.

# Supplementary material for: Genetic predisposition to neuroblastoma results from a regulatory polymorphism that promotes the adrenergic cell state
**Source:** J Clin Invest. 2023 May 15;133(10):e166919. doi: 10.1172/JCI166919
**Supplement:** Supplemental data

## **Supplemental Material**

### **Genetic Predisposition to Neuroblastoma Results from a Regulatory Polymorphism that Promotes the Adrenergic Cell State**

**Authors:** Nina Weichert-Leahey <sup>1,2</sup>, Hui Shi <sup>1,3</sup>, Ting Tao <sup>1,4,5</sup>, Derek A. Oldridge <sup>6</sup>, Adam D. Durbin <sup>7</sup>, Brian J. Abraham <sup>8,9</sup>, Mark W. Zimmerman <sup>1</sup>, Shizhen Zhu <sup>10</sup>, Andrew C. Wood <sup>11</sup>, Deepak Reyon <sup>12,13</sup>, J. Keith Joung <sup>12,13</sup>, Richard A. Young <sup>8,14</sup>, Sharon J. Diskin <sup>15</sup>, John M. Maris <sup>15 \*</sup>, A. Thomas Look<sup>1, 2 \*</sup>.

## Supplemental Figures

### Supplemental Figure 1

|                     |                                                                |
|---------------------|----------------------------------------------------------------|
| Zebrafish           | AAA-GGGTAC-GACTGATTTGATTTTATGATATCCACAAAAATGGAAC TTGAAATGAAG   |
| Zig-zag eel         | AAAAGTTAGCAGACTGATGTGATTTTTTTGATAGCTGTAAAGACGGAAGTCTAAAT--GG   |
| Spotted gar         | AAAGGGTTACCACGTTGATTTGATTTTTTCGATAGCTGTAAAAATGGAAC TCGAAAT--GG |
| Red-bellied piranha | AAA-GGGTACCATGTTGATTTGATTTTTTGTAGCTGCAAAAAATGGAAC TTGAAATGGGG  |
| Opossum             | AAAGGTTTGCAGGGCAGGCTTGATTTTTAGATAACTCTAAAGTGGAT-----CCCAAA     |
| Coelacanth          | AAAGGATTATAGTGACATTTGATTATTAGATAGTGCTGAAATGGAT-----CCCAAA      |
| Anole lizard        | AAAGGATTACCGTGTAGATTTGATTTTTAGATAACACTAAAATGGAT-----CTCAAA     |
| Turkey              | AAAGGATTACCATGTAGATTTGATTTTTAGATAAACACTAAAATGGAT-----CCCAAA    |
| Zebra Finch         | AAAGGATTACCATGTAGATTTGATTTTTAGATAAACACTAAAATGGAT-----CCCAAA    |
| Rat                 | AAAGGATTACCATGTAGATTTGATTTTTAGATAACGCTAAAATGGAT-----CCCAAA     |
| Ryukyu mouse        | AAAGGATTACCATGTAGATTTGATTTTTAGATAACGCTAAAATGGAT-----CCCAAA     |
| Shrew mouse         | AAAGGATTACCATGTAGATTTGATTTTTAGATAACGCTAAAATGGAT-----CCCAAA     |
| Mouse               | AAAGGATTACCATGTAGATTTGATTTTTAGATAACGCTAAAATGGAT-----CCCAAA     |
| Algerian mouse      | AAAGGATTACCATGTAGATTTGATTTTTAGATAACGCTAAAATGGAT-----CCCAAA     |
| Chinese hamster     | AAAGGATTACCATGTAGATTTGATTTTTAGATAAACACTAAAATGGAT-----CCCAAA    |
| Prairie vole        | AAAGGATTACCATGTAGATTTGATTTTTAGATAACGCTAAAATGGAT-----CCCAAA     |
| Gibbon              | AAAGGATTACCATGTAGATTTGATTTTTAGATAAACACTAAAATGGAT-----CCCAAA    |
| Elephant            | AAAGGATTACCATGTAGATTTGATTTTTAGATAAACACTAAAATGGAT-----CCCAAA    |
| Guinea Pig          | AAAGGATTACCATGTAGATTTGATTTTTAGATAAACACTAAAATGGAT-----CCCAAA    |
| Horse               | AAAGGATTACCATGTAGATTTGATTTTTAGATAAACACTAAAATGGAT-----CCCAAA    |
| Marmoset            | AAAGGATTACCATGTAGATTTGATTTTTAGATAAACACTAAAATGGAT-----CCCAAA    |
| Bonobo              | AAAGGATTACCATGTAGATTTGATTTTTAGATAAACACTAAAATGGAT-----CCCAAA    |
| Pig                 | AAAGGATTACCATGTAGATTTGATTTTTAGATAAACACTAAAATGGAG-----CCCAAA    |
| Sheep               | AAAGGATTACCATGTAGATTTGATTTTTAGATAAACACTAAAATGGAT-----CCCAAA    |
| Dog                 | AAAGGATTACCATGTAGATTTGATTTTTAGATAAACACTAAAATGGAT-----CCCAAA    |
| Dingo               | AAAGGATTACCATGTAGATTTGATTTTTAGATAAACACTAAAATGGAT-----CCCAAA    |
| Cat                 | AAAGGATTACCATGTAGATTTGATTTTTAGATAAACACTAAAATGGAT-----CCCAAA    |
| Leopard             | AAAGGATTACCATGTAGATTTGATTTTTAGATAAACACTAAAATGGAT-----CCCAAA    |
| Rabbit              | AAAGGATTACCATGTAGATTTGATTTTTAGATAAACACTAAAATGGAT-----CCCAAA    |
| Goat                | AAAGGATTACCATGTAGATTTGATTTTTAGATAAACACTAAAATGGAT-----CCCAAA    |
| Cow                 | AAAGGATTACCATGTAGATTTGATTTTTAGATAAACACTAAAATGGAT-----CCCAAA    |
| Mouse Lemur         | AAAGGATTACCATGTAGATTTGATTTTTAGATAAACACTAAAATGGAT-----CCCAAA    |
| Vervet-AGM          | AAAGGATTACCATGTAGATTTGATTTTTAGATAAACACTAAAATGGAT-----CCCAAA    |
| Olive baboon        | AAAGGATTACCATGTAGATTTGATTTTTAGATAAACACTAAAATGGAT-----CCCAAA    |
| Chimpanzee          | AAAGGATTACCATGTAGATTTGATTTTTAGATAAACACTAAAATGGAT-----CCCAAA    |
| Gorilla             | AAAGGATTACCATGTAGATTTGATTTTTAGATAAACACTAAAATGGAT-----CCCAAA    |
| Crab-eating macaque | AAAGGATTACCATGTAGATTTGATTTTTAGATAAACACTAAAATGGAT-----CCCAAA    |
| Macaque             | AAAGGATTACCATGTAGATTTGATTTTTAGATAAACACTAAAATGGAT-----CCCAAA    |
| Orangutan           | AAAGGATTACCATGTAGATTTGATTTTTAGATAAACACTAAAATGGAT-----CCCAAA    |
| Human               | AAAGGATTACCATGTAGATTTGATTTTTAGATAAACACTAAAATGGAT-----CCCAAA    |
|                     | *** * * * * *                                                  |

**Supplemental Figure 1:** Sequence of nucleotides in the first intron of *LMO1* adjacent to the G allele at the rs2168101 in 40 species including zebrafish (on top) and human (on bottom). Grey box marks the *GATA* motif.

**Supplemental Figure 2**

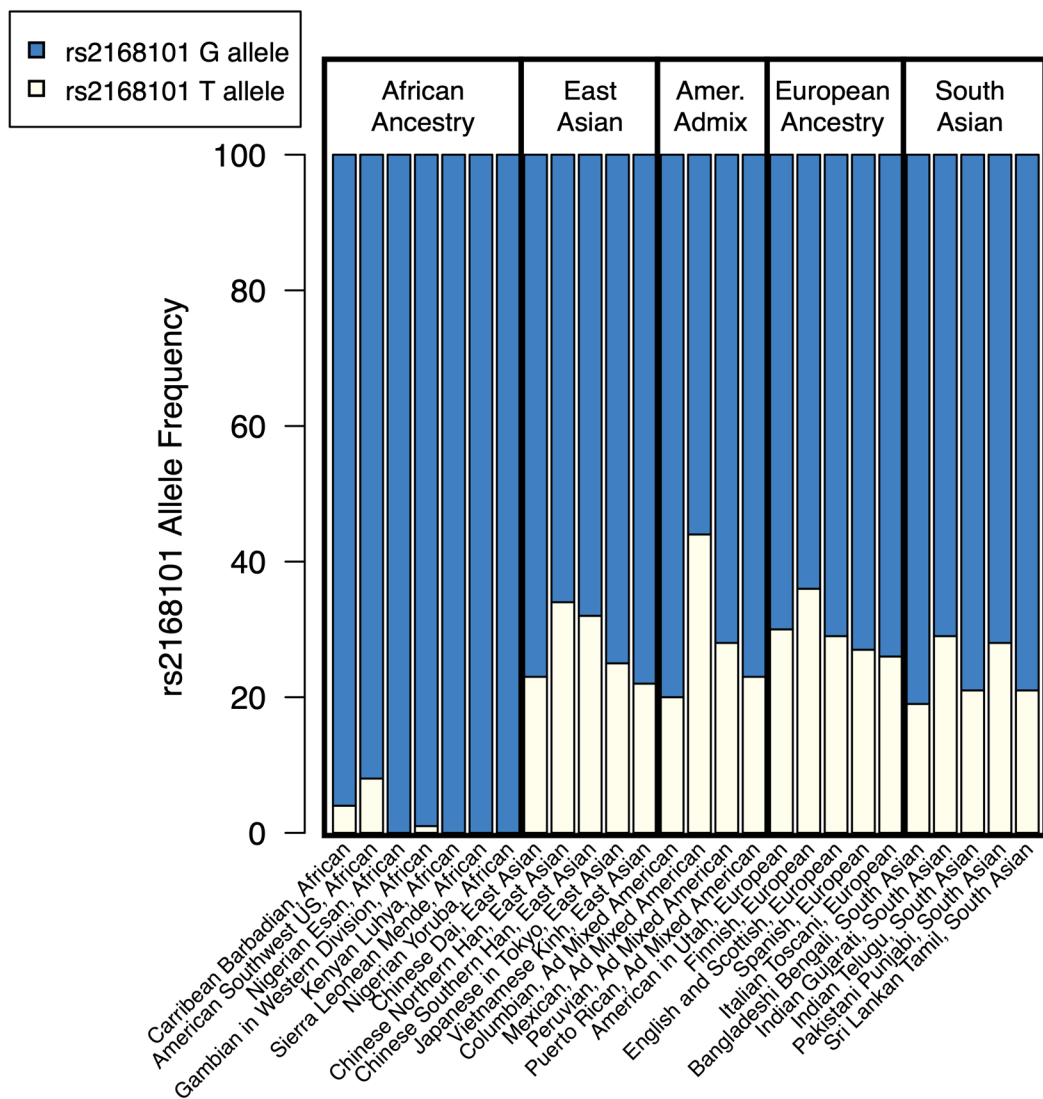

**Supplemental Figure 2:** Frequency of G and T alleles at rs2168101 within geographically defined human populations genotyped as part of the 1000 Genomes Project as indicated. Frequency of the G allele is marked in blue and of the T allele in white.

### Supplemental Figure 3

**A**

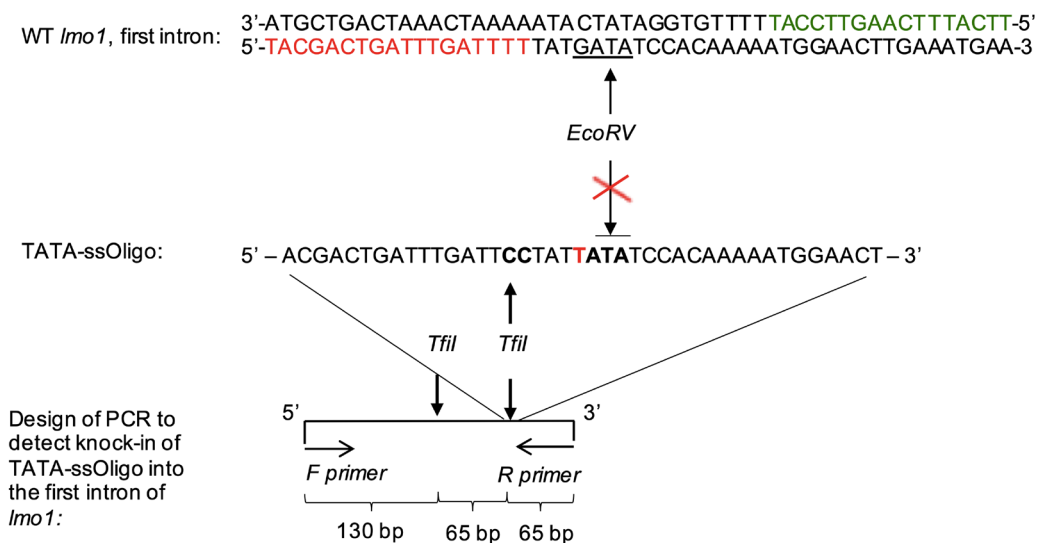

**B**

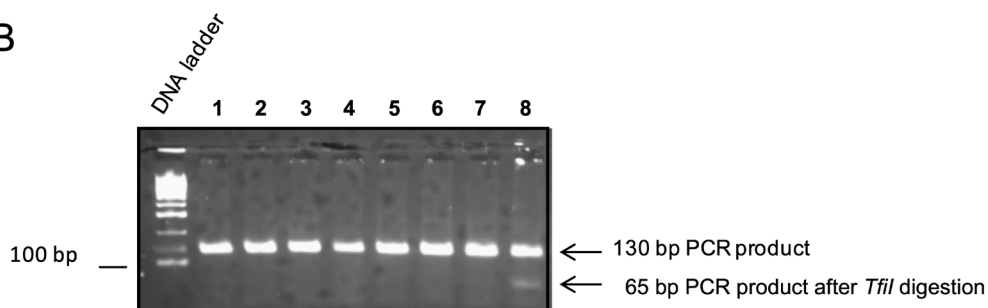

**Supplemental Figure 3:** Strategy for TALEN-mediated genome editing to introduce the rs2168101 T allele in zebrafish.

**(A)** Wild-type (WT) sequence of the first intron of *lmo1* flanking to the G allele at rs2168101 in zebrafish is shown. The TALEN binding sites are marked in red (TALEN1) and green (TALEN2), and the *GATA* site is underlined. The arrow points to the *EcoRV* restriction enzyme site that is present in the G allele but absent in the T allele. *TATA-ssOligo* is a 41-nucleotide, single-stranded DNA oligonucleotide that was co-injected with the sequence-specific TALENs into fertilized wild-

type zebrafish embryos at the one-cell stage of development to facilitate knock-in of the T at rs2168101 (marked in red). The *TATA-ssOligo* also includes two other nucleotide changes (“CC”, marked in bold) on the 5' side of the T, which were included to prevent unnecessary recurrent TALEN binding (see TALEN binding sites underlined above in the wild-type *lmo1* sequence) and to create a new TfiI restriction site for screening purposes. A PCR/TfiI digestion assay was designed to screen zebrafish embryos for knock-in of the *TATA* ss-Oligo into the first intron of *lmo1* (below).

**(B)** In the PCR/TfiI digestion assay, only embryos with successful knock-in of the rs2168101 T allele reveal a PCR product that can be TfiI-digested into two 65-bp products.

Supplemental Figure 4

A

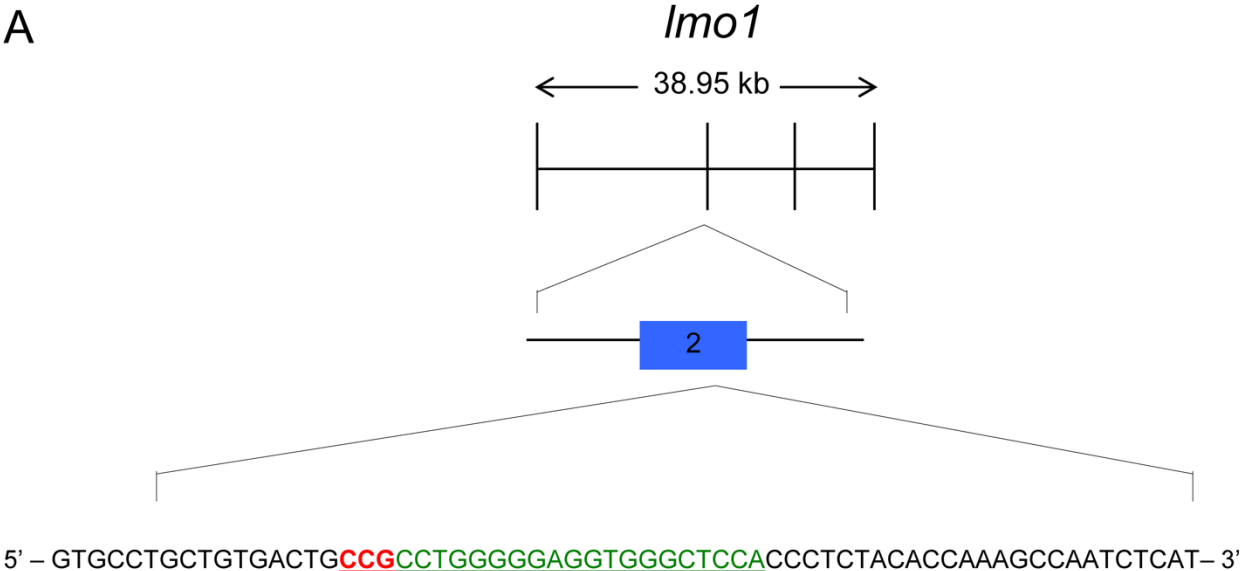

B

*lmo1* exon 2     ...TGACTG**CCG**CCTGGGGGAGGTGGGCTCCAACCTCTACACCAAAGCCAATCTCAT...

*lmo1* Δ32 (-32)     ...TGACTG**CC** - - - - - AAAAGCCAATCTCAT...

C

*Lmo1*  
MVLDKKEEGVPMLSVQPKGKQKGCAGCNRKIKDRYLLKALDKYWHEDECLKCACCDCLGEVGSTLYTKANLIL  
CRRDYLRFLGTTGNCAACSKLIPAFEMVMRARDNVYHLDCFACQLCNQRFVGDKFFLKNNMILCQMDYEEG  
QLNGSFETQVQ

*Lmo1* Δ32  
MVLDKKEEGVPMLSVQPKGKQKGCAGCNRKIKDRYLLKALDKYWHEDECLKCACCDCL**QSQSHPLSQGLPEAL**  
**WYNGELCSLQX**

D

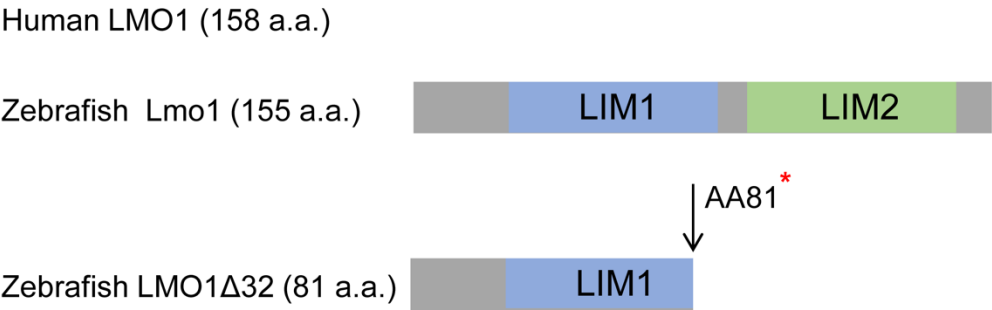

**Supplemental Figure 4:** Strategy for genome editing to disrupt the coding sequence of *lmo1* and generate null alleles in zebrafish.

**(A)** A diagram of the *lmo1* gene is shown with expansion of its second exon below. The sequence recognized by the single guide RNA (sgRNA) in the coding sequence of *lmo1* exon 2 is marked in green and underlined, with the Cas9 recognition site marked in red.

**(B)** The WT sequence of the first intron of *lmo1* in zebrafish with the marked CRISPR/Cas9 site is shown in top panel. The sequence of the identified founder fish with a 32-nucleotide deletion (“*lmo1* Δ32 (-32)”) is shown below. The resulting knockout line is referred to as “*lmo1* -/-”.

**(C)** The wild-type zebrafish Lmo1 protein sequence is shown above, with the corresponding protein sequence of the *lmo1* Δ32 knockout mutant shown below with the early stop codon (red X).

**(D)** An illustration of the wild-type zebrafish Lmo1 protein is shown above with the LIM1 domain marked in blue and the LIM2 domain in green. The protein encoded by the *lmo1* Δ32 mutant gene is shown below. The Δ32 deletion causes a frame shift and an early stop codon that truncates the first LIM domain and completely removes the second LIM domain.

**Supplemental Table 1: Primers**

| zebrafish genes             | Forward primer (5'-3')    | Reverse primer (5'-3')           |
|-----------------------------|---------------------------|----------------------------------|
| <i>lmo1</i> <sup>-/-</sup>  | TTTCCAGACACAAGGACAAGGATCC | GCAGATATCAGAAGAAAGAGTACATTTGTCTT |
| <i>TATA/TATA- Tfi1</i>      | GCTTTCAACTGTGTGCTCATTAAG  | GATAGGATCCGGTTTCTATGTAGGC        |
| <i>TATA/TATA-<br/>EcoRV</i> | GACCCTGCATACAGTAAAGTTTGCA | ATCCGCCTCTTTTCCGCCCATCCAC        |

**Supplemental Table 2: *LMOI* expression in adrenergic and mesenchymal neuroblastoma cell lines**

| Cell Line | <i>LMOI</i> expression | Adrenergic/Mesenchymal |
|-----------|------------------------|------------------------|
| CHP126    | 4.13996057             | Adrenergic             |
| KPNRTBM1  | 4.660495132            | Adrenergic             |
| NH6       | 5.040015679            | Adrenergic             |
| COGN278   | 2.744161096            | Adrenergic             |
| CHLA15    | 5.21218021             | Adrenergic             |
| NB1643    | 2.077242999            | Adrenergic             |
| KPNYN     | 5.726831217            | Adrenergic             |
| SKNBE2    | 2.839959587            | Adrenergic             |
| MHHNB11   | 1.560714954            | Adrenergic             |
| Kelly     | 5.241077458            | Adrenergic             |
| SIMA      | 5.037821465            | Adrenergic             |
| IMR32     | 1.454175893            | Adrenergic             |
| LAN2      | 0.545968369            | Adrenergic             |
| COGN305   | 0.613531653            | Adrenergic             |
| NGP       | 3.160274831            | Adrenergic             |
| NMB       | 4.785027362            | Adrenergic             |
| SKNDZ     | 2.201633861            | Adrenergic             |
| SKNFI     | 6.355967689            | Adrenergic             |
| GIMEN     | 0                      | Mesenchymal            |
| CHP212    | 0.678071905            | Mesenchymal            |
| SKNAS     | 1.137503524            | Mesenchymal            |
| KPNSI9S   | 0.443606651            | Mesenchymal            |
| SKNSH     | 3.894332742            | Mesenchymal            |

How the deposited data were processed for this re-analysis (not part of the article)

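RNA-Seq of EGFP+ cells sorted from *MYCN*-driven zebrafish neuroblastomas was analysed for 3 *lmo1*-/- libraries and 2 *TATA/TATA* libraries, which the sample labels name by genotype and number. The *GATA/GATA* values came from an earlier study and are not analysed here, so every comparison is *TATA/TATA* against *lmo1*-/-. The human tumors of the paper are not analysed here either.

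The authors aligned paired-end reads of 100 bp to the danRer10 revision of the zebrafish genome with hisat2 2.1.0, and counted them on Ensembl genes by gene name with htseq-count. For each library the files hold the raw count of each gene, its exon length and its RPKM, without a header. The RPKM divides by the reads mapped, as the paper's methods state, and the ratio of counts to RPKM and length gave the authors' library totals, of which between 70.9% and 76.6% were counted on genes. Expression is labelled FPKM in the paper's figures and given as RPKM in its methods and in the files.

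Counts on genes ranged from 48144549 to 55782865 per library. A count of 1 on an exon length of 1 kb is 0.0129 to 0.0156 RPKM. The floor for a value of 0 was taken as 3 counts, and covers counting error alone. Where all libraries of a genotype were at or under the floor, the fold was given as a lower bound against it.

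The analysis planned before the data were examined assumed that the files held RPKM alone, and named limma on log2(RPKM + 0.1). As the files also hold counts, edgeR 4.0.16 on the counts was used as the main test, with TMM normalization and its quasi-likelihood F-test, and the planned limma 3.58.1 fit was kept as an alternative. TMM factors were 0.848, 0.766 and 0.963 for the *lmo1*-/- libraries and 1.277 and 1.252 for the *TATA/TATA* libraries. Genes with at least 1 RPKM in at least 2 libraries were tested (13484 genes), and genes below that level take their values from a fit of all 25459 genes with a count. P values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Standard errors were derived from the log2 fold change and the F statistic. R 4.3.3 was used for the fits.

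Lists of genes were tested with camera with a preset correlation of 0.01, with fry and camera with an estimated correlation beside it. The p from fry is its directional one. Fry does not set a list against the other genes, so its call adds little where many genes differ. P values were adjusted over the 15 lists with at least 3 tested members. The lists were the adrenergic CRC, mesenchymal CRC and *lmo1*-/- transcription factor genes of the paper, a wider list of NOTCH pathway genes, and markers of sympathoadrenal, erythroid, macrophage, neutrophil, lymphoid, fibroblast, interrenal and Schwann cells, of proliferation and of the IFN response. Endothelial and kidney tubule markers had fewer than 3 tested members, and their levels alone are given. A list of mesenchymal genes that blood cells lack was added after the data had been examined. The named genes were fixed beforehand as every zebrafish gene the paper names for its RNA-Seq, *dbh* and *th*, the most abundant members of a marker list, and the 5 genes with the largest change in each direction among those past the threshold whose libraries did not overlap.

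The tests were tried on simulated counts of 13484 genes with 200 of them changed. edgeR recovered 87% of the changed genes with 3.3% false calls, limma recovered 85% with 4.5% false calls, and DESeq2 1.42.0 recovered 94% with 26.8% false calls. The simulated genotypes had the same spread and RNA composition, unlike these libraries, in which 4933 genes passed the threshold. The rates of false calls therefore do not carry over to the real comparison.

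The alternatives were limma with pseudocounts of 0.1, 1 and 0.01, without a variance trend and with quantile normalization; no filter on low values; a mean of at least 5 RPKM; median-ratio scaling; the paper's threshold of an unadjusted p under 0.05 with an absolute log2 fold change of at least 0.45; the replicate number as a block; and each library left out in turn. Where a left-out library leaves 1 *TATA/TATA* library, values are given without a test. DESeq2 in place of edgeR and the library totals of the authors' RPKM in place of TMM were added after the data had been examined. No genome sequence was used, and no coordinates are given.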

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

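The tests of the library scaling, of gene length and of Schwann cells, and the comparison of the IFN response markers with the macrophage markers, were chosen only after the results were seen.

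Markers of cell types and processes that the paper does not report on differed between the genotypes. Relative to *lmo1*-/- tumors, the median log2 fold change in *TATA/TATA* tumors was 3.6 for macrophage markers, 2.46 for neutrophil markers, 3.82 for lymphoid markers, 4.12 for Schwann cell markers, 2.33 for IFN response markers and 1.5 for proliferation markers. These genes lie outside those the paper discusses, and each list passed the threshold with camera and with fry, and not with an estimated correlation. The tumors were sorted for EGFP+ cells, and cells of another type or their RNA in the sort is a technical explanation for the blood cell lists.

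The scaling of the libraries is argued against as the whole cause for every list but the Schwann cell markers. Over 4 scalings, the lowest difference between a list's median and the median of all genes was 3.63 for the macrophage markers, 2.31 for the IFN response markers, 1.43 for the proliferation markers, 2.28 for the neutrophil markers, 2.46 for the lymphoid markers and 1.64 for the Schwann cell markers. As 3 of these scalings move all genes alike, the test rests on quantile normalization, with which the Schwann cell markers no longer passed the threshold (median, 1.52; adjusted p = 0.059 from camera) and the other lists did. The Schwann cell markers also lost the threshold with limma on log2(RPKM + 0.1) without that normalization. The test therefore cannot assign the loss to the scaling, and scaling stays open for these markers. After a correction for gene length the medians were 3.67, 2.47, 1.60, 2.56, 3.87 and 4.15 in the same order. The trend with length shifted the tested genes by a median of 0.05 and by at most 0.5 on the log2 scale, below each of these medians, which argues against gene length as the whole cause.

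The macrophage markers rose together in all 23 genes, and all of them reached 1 RPKM in *TATA/TATA* tumors. The most abundant, *cd74a*, stood at 1320 RPKM there, *cd74b* at 491 and *lgals3bpb* at 359. The level and the joint rise are consistent with more macrophages, or their RNA, among the sorted *TATA/TATA* cells (median log2 fold change, 3.6), a candidate explanation. Whether the genotype changes the number of macrophages in the tumor, whether the sorting of small tumors admits more of them, or whether tumor cells express these genes was not tested. In the same *TATA/TATA* tumors, *dbh* and *th* stood at 394 and 460 RPKM.

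The IFN response markers could follow the macrophages. Of the 16 tested, 3 genes, *mxc*, *ifit8* and *irf7*, rose by more than every macrophage marker, which is too few to exclude a larger share of macrophages as the whole difference, and the explanations cannot be told apart for these markers. An infection or an immune response in the *TATA/TATA* fish stays untested. The neutrophil list holds genes such as *cebpb*, *srgn* and *cxcr4b* that macrophages may also express, while *lyz*, *lect2l* and *npsn* had adjusted p values of 0.38, 0.84 and 0.37 from edgeR. *mpx* (log2 fold change, 2.79; adjusted p = 0.0021), *csf3r* (3.92; adjusted p = 0.00027), *mmp9* (2.95; adjusted p = 0.0082) and *mmp13a* (2.03; adjusted p = 0.03) rose by the same test, so whether neutrophils or the shared genes account for the rise of 2.46 stays open. In the lymphoid list, *cd4-1*, *il7r*, *ikzf1*, *lck* and *zap70* rose while *cd3eap* and *rag2* did not pass the threshold. *cd3eap*, at 5.09 RPKM in *lmo1*-/- and 4.91 RPKM in *TATA/TATA* tumors, was nearly level. Its use as a lymphoid marker is doubtful, so it does not count against a lymphoid rise. The Schwann cell median rests on 4 tested genes, of which *egr2b* and *erbb3b* were at the floor in *lmo1*-/- tumors, while *cnp*, the most abundant, had a log2 fold change of -0.37. Schwann cells in the sort are argued against, since the median of their markers was 0.152 RPKM in *TATA/TATA* tumors and *mpz*, abundant in these cells, fell from 0.472 to 0.285 RPKM, with *sox10* at 0.0323 and *plp1a* at 0.0104 RPKM, although *mbpb* rose from 3.39 to 10.1 RPKM and *pmp22a* from 0.0963 to 0.730 RPKM. The proliferation markers include *pcna*, at 50.2 and 135 RPKM. Dividing tumor cells and dividing blood cells were not told apart by any test here, and a biological difference between the genotypes remains open for every list.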

How the results depend on the processing

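The alternatives were set before the data were examined, except DESeq2 in place of edgeR and the library totals of the authors' RPKM in place of TMM, which were chosen after seeing the data. The limma alternatives change the tool as well as the pseudocount, trend or normalization that names them. Apart from the shift of all genes under each scaling, the cause of the changes below was not tested unless stated.

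*lmo1*, *fn1a*, *jag1a*, *notch2* and *hes2.2* kept their direction and stayed past the threshold under every alternative that gives a test, and of these genes a mean of at least 5 RPKM tests only *lmo1*. The log2 fold change of *lmo1* ranged from -1.70 to -1.04 and its adjusted p from 4.7e-08 to 0.043, and that of *fn1a* ranged from 1.62 to 4.28. The median of the mesenchymal CRC genes ranged from 1.97 to 3.63, and that of the macrophage markers from 3.45 to 4.16.

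The number of genes past the threshold was 2678 higher and 2255 lower in *TATA/TATA* tumors. It became 4308 and 906 with limma on log2(RPKM + 0.1), 4581 and 941 with a pseudocount of 1, 4206 and 887 with a pseudocount of 0.01, and 4113 and 884 without a variance trend. With the authors' totals it was 4006 and 869. These settings share one scaling, under which the median log2 fold change of the tested genes was 0.409 with the authors' totals and from 0.352 to 0.442 with these limma fits, against -0.047 after TMM normalization, and 3547 genes remained past the threshold with the authors' totals. With quantile normalization the numbers were 2547 and 3301 at a median of -0.122. With a mean of at least 5 RPKM, which tests 6173 genes in place of 13484, they were 868 and 960. The share of genes higher in *TATA/TATA* tumors thus ran from 43.6% to 83.0%, and the balance between the directions depends on the scaling. Leaving out each *lmo1*-/- library in turn gave from 2456 to 3355 higher and from 1978 to 3101 lower. Of the 10 splits of the 5 libraries into 3 and 2, 1 gave as many genes, the real one. The other splits gave 0 genes, and a design of this size cannot give a share under 0.1.

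Of the *lmo* family apart from *lmo1*, 1 gene was past the threshold. It was 5 with DESeq2, 5 with limma on log2(RPKM + 0.1), 5 with a pseudocount of 1, 5 without a variance trend, 5 with the authors' totals, 4 with a pseudocount of 0.01, 3 with quantile normalization and 2 with median-ratio scaling. Across the fits that each left out one *lmo1*-/- library, it was from 2 to 3.

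*lmo4b*, at -0.16, reversed to 0.31 with limma on log2(RPKM + 0.1) and without a variance trend, 0.18 with a pseudocount of 1, 0.34 with a pseudocount of 0.01 and 0.32 with the authors' totals, and ranged from -0.31 to 0.11 with each replicate left out. With quantile normalization it passed the threshold, at -0.84 (adjusted p = 0.049 from limma). *phox2bb*, at -0.06, reversed to 0.41 with limma on log2(RPKM + 0.1), with a pseudocount of 0.01 and without a variance trend, to 0.40 with a pseudocount of 1, to 0.39 with the authors' totals and to 0.02 with a mean of at least 5 RPKM, and ranged from -0.12 to 0.04 with each replicate left out. Under the authors' totals both genes moved by close to the shift of all genes. *tbx2a*, which is near 0 counts, reversed to -0.08 with quantile normalization. Over 54 single genes, *lmo1* and *fn1a* aside, 616 values under alternatives with a test kept direction and side of the threshold, 43 newly passed it, 40 no longer passed it and 14 reversed. These counts leave out 41 values of genes below the level a filter requires, which repeat the fit of all genes. Of 107 values without a test, from the fits with 1 *TATA/TATA* library, 99 kept their direction and stayed within the spread between replicates, and 8 moved beyond it.

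No call of a list held with camera's correlation estimated from the data, under which the adjusted p was 0.256 for the mesenchymal CRC genes (median 3.10), the *lmo1*-/- transcription factors (-0.86), the macrophage markers (3.6) and the Schwann cell markers (4.12), and 0.371 for the neutrophil (2.46), lymphoid (3.82), proliferation (1.5) and IFN response markers (2.33). Over all alternatives the adjusted p ran from 1.6e-09 to 0.26 for the mesenchymal CRC genes and from 4.5e-39 to 0.26 for the macrophage markers. Fry, which does not set a list against the other genes, also called the adrenergic CRC genes (0.59), the NOTCH pathway genes (0.54) and the erythroid markers (-1.56). The median of the NOTCH pathway genes became -0.97 with a mean of at least 5 RPKM. That level leaves only *lfng* and *hes6*, which fell, and *mfng*, which rose.

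The sympathoadrenal markers, at -0.29, reversed to 0.19 with limma on log2(RPKM + 0.1), with a pseudocount of 1 and without a variance trend, to 0.20 with a pseudocount of 0.01 and to 0.16 with the authors' totals, and passed the threshold at -0.48 without a filter. The erythroid markers, at -1.56, passed it with limma on log2(RPKM + 0.1) and without a variance trend (-1.09), with a pseudocount of 1 (-1.03) and with 0.01 (-1.10), reversed to 0.57 without a filter, and ranged from -1.64 to -1.49 with each replicate left out. The interrenal steroidogenic markers, at -1.27, passed it with limma on log2(RPKM + 0.1) and without a variance trend (-0.60), with a pseudocount of 1 (-0.32) and with 0.01 (-0.66), with quantile normalization (-2.24), without a filter (-1.21) and with the authors' totals (-0.78), and ranged from -1.73 to -0.79 with each replicate left out. The Schwann cell markers no longer passed it with limma on log2(RPKM + 0.1) and without a variance trend (2.63), with a pseudocount of 1 (1.26), with quantile normalization (1.52) or without a filter (1.33).

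With the replicate number as a block, 3012 genes were higher and 2322 lower, the *lmo* family had 4 genes past the threshold and the interrenal steroidogenic markers were at -1.73. The numbers do not pair the samples, since the correlation of the 2 shared numbers' residual profiles was 0.007 and -0.022.

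The depth limits values near the floor. *lmo7a*, *tbx2a*, *phox2ba* and *egr3* in *lmo1*-/- tumors rest on few reads, and with 2 *TATA/TATA* libraries the spread within that genotype is itself known from 1 difference.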

Differences from the paper's values

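Values read by eye from the paper's figures were measured on the axes after the values here were known. They resolve 1 pixel, and none of the 9 differed by the measure used here. These were *lmo1*, *fn1a*, *jag1a*, *notch2* and *hes2* in Figures 3A, 5B and 5C. The bar for *hes2* in *lmo1*-/- tumors is too short to read.

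The paper states that the other *lmo* family members showed no appreciable differences between the tumor genotypes. Here *lmo2* was higher in *TATA/TATA* than in *lmo1*-/- tumors (log2 fold change, 2.55; adjusted p = 0.01 from edgeR), at 0.978 and 0.116 RPKM, both under the 1 FPKM that the paper treats as not expressed. *lmo3*, at 1.83 and 3.67 RPKM, and *lmo4a*, at 0.791 and 3.00 RPKM in *lmo1*-/- and *TATA/TATA* tumors, did not pass the threshold (adjusted p = 0.054 and 0.076 from edgeR). They passed it with limma on log2(RPKM + 0.1) (adjusted p = 0.019 and 0.016), and with the authors' totals (0.017 and 0.029) and DESeq2 (0.011 and 0.029), both chosen after seeing the data. The *GATA/GATA* tumors are not analysed here.

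The paper's text lists *bach1a* among the mesenchymal genes that rose in *TATA/TATA* tumors relative to *GATA/GATA* tumors. Against *lmo1*-/- tumors it was not past the threshold here (log2 fold change, 0.25; adjusted p = 0.39 from edgeR), which is another comparison than the paper's.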

Other observations

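The tests of scaling, of the share of macrophages as the whole difference, and of the closeness of the *TATA/TATA* libraries were chosen only after the results were seen. The list of mesenchymal genes that blood cells lack was also written then, before its values were seen apart from *prrx1a* and *prrx1b*, which its test leaves out. How the level of a list and its test combine was fixed after the values were known and applied alike to the lists of cell types.

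The mesenchymal CRC genes were higher in *TATA/TATA* than in *lmo1*-/- tumors. Scaling is argued against as the whole cause. Of 4 scalings, 3 move all genes alike and cancel when the median of all genes is subtracted, so the test rests on quantile normalization, where the difference was lowest, at 2.51, and the list stayed past the threshold. Gene length is argued against as the whole cause, since the trend with length shifted no tested gene by more than 0.5 on the log2 scale, and the median of the list was 3.12 after its removal. Endothelial cells are argued against by a median of 0.0796 RPKM over their markers in *TATA/TATA* tumors, although *mrc1a* and *tie1* reached 6.70 and 2.82 RPKM. Fibroblasts as the main source are argued against by a median of 0.407 RPKM over markers that include transcripts abundant in these cells, such as *col1a1a* at 0.652 and *col1a2* at 0.729 RPKM, and by the fall of *postna* from 2.63 to 0.271 RPKM, although *fap* rose from 0.0202 to 3.50 RPKM and *tagln* and *col1a1b* reached 5.75 and 1.73 RPKM. A small share of fibroblasts is not excluded, since the median of the markers rose from 0.0685 RPKM in *lmo1*-/- tumors. Lymphoid cells stay open, because their median was 0.446 RPKM while the list passed the threshold.

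Macrophages among the sorted cells are a candidate explanation, with a median log2 fold change of 3.6 and levels above 1 RPKM for all 23 markers. The largest log2 fold change of a macrophage marker was 6.28, and 1 of the 12 tested mesenchymal CRC genes, *egr3*, rose by more, from counts near the floor. A larger share of macrophages as the whole difference therefore cannot be told apart from a rise within the tumor cells for the other genes. No gene is on both lists, and 16 of the 23 macrophage markers also reached 1 RPKM in *lmo1*-/- tumors.

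A mesenchymal state of the tumor cells was tested with genes that blood cells lack. Of 24 such genes, 20 were under 1 RPKM in *TATA/TATA* tumors, and 19 were higher there than in *lmo1*-/- tumors. Only 3 reached the level required for the test, and they went both ways, with *sox9b* and *tead1a* rising to 1.61 and 7.55 RPKM and *tead1b* falling from 5.12 to 1.77 RPKM, so their joint test decides nothing. The list was drawn from general knowledge and not from zebrafish tumors, and low levels of its genes do not exclude such a state. *fosl1a* stood at a mean of 1.57 RPKM in *TATA/TATA* tumors, with 0.749 RPKM in replicate 1 and 2.38 RPKM in replicate 2. Its rise did not pass the threshold (adjusted p = 0.053 from edgeR over all genes with a count). *fn1a*, at 2.48 RPKM, is not on the list. A mesenchymal state of the tumor cells stays open.

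The *TATA/TATA* libraries differed less from each other than the *lmo1*-/- libraries did. Between them, 2 genes were on in one library and off in the other, against 53 to 121 between *lmo1*-/- libraries, which is consistent with 1 tumor or 1 pool of tumors behind both. The files do not say, and tumors of unusually even composition would look alike by this test. Depth is argued against, since with the counts of all libraries thinned at random to the lowest total, 48144549, the median absolute log2 difference between the *TATA/TATA* libraries was 0.0896, compared with 0.375 to 0.396 between *lmo1*-/- libraries. If the libraries share a source, the spread within the genotype would be underestimated.

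For the paper's Supplemental Table 2 of *LMO1* expression in cell lines, the paper's values average 3.52 ± 1.83 (SD, n = 18) in adrenergic lines and 1.23 ± 1.54 (SD, n = 5) in mesenchymal lines, a difference of 2.29 (exact two-sided permutation test over 33649 arrangements, p = 0.019). Of the adrenergic lines, 9 lie below the highest mesenchymal line, SKNSH, at 3.89. That count rests on SKNSH, as the other mesenchymal lines lie below most adrenergic lines. The values carry no unit, and the lowest lies below what the TPM+1 label of Figure 4C allows, so their scale is uncertain.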
